# Spatiotemporal regulation of cholangiocarcinoma growth and dissemination by peritumoral myofibroblasts in a Vcam1-dependent manner

**DOI:** 10.1038/s41388-023-02639-0

**Published:** 2023-02-24

**Authors:** Cheng Tian, Liyuan Li, Qingfei Pan, Beisi Xu, Yizhen Li, Li Fan, Anthony Brown, Michelle Morrison, Kaushik Dey, Jun J. Yang, Jiyang Yu, Evan S. Glazer, Liqin Zhu

**Keywords:** Cancer microenvironment, Mechanisms of disease

## Abstract

Intrahepatic cholangiocarcinoma (iCCA) is characterized by its highly desmoplastic stroma. Myofibroblasts (MFs) are present both within the tumor mass (intratumoral MFs, iMFs) and at the tumor border (peritumoral MFs, pMFs). Using a spheroid-based coculture system, we show that the initial iCCA-pMF contact is growth suppressive to the tumor cells. However, prolonged iCCA-pMF interaction elicits significant tumor cell invasion and dissemination. We find that vascular cell adhesion molecule-1 (*Vcam1*) level is elevated in tumor cells in contact with pMFs but low in disseminated tumor cells both in vitro and in vivo. A gene regulatory network analysis of mouse and patient iCCA tumors and *Vcam1* knockout (*Vcam1*^*KO*^) demonstrate a heavy involvement of Vcam1 in epithelial-to-mesenchymal transition. While *Vcam1*^*KO*^ has only a limited impact on tumor cell growth in their monoculture, *Vcam1*^*KO*^ spheroids exhibit instant dissemination and a severe growth defect when cocultured with pMFs. When transplanted into the liver, *Vcam1*^*KO*^ iCCA cells show a similar increase in dissemination but a significant defect in establishing primary and metastatic tumors. Incomplete blocking of Vcam1 in vivo reduces the size but increase the number of metastatic lesions. Overall, our study shows a spatiotemporal regulation of iCCA growth and dissemination by pMFs in a Vcam1-dependent manner.

## Introduction

Cholangiocarcinoma is the second most common hepatic tumor after hepatocellular carcinoma (HCC). It is believed to originate from the biliary tracts within or outside the liver which lead to the development of intrahepatic or extrahepatic cholangiocarcinoma (iCCA or eCCA, respectively). iCCA has a worse prognosis than eCCA and is one of the deadliest cancers overall [1, 2]. One of the most prominent characteristics of iCCA is its highly desmoplastic stroma. This has led to many investigations on cancer-associated fibroblasts (CAFs) in iCCA development [3–6]. Indeed, the liver is one of the few internal organs that are developmental equipped with a complex fibrotic response machinery in order to protect its vital function in metabolism and immunity [7]. Nearly every chronic liver condition results in liver fibrosis eventually [8]. Hepatic stellate cells (HSCs), a major cell type giving rise to liver myofibroblasts (MFs) via their activation, have been demonstrated as the main source of iCCA CAFs [4, 9]. Therefore, it is conceivable that there is a spatiotemporal evolution of iCCA CAFs from the initial activation of HSCs at the tumor-liver border to their gradual incorporation into the tumor mass as tumor progresses.

Most iCCA CAF studies have focused on the MFs residing within iCCA tumor mass (intratumoral MFs, or iMFs) and found them being predominantly protumorigenic [3–6]. Contribution of MFs at the tumor border (peritumoral MFs, or pMFs) to iCCA development is less understood. Recent studies in HCC, although limited, found that pMFs are positively associated with HCC metastasis and recurrence [10, 11]. We reasoned that investigating iCCA pMFs was important to a more complete appreciation of the role of CAFs in this rare but highly aggressive cancer. To do so, we examined the distribution of both iMFs and pMFs in a cohort of early-stage iCCA patient tumors. We then tracked the spatiotemporal dynamics of the MFs in tumors collected from a metastatic iCCA orthotopic allograft model we derived from a *Prom1*^*CreERT2*^*;Pten*^*flx/flx*^*;Tp53*^*flx/flx*^*;Rosa-ZsGreen* (PPTR) liver cancer genetic model we established previously [12, 13]. We then focused on pMFs and assessed their impact on iCCA tumor cell growth and dissemination via multiple coculture systems we established in the laboratory. Lastly, we investigated the potential underlying molecular mechanisms that mediate the dynamic iCCA-pMF interaction.

## Results

### Accumulation of pMFs in iCCA patient and mouse allograft tumors

We performed IHC of alpha-smooth muscle actin (αSMA), a well-recognized MF marker, on Stage I iCCA patient tumors to examine their MF content. To avoid therapy-induced liver fibrosis, we selected three tumors resected with no neoadjuvant treatment and with > = 5 mm tumor-surrounding liver attached. These tumors were limited due to the rareness and often late diagnosis of iCCA. We defined peritumoral as regions within 100 μm away from the tumor border from both the tumor and liver side, and tumor core as > = 2 mm from the border. In these tumors, we found αSMA^+^ iMFs in the tumor core and pMFs in the tumor-surrounding liver as expected (Fig. 1A). In particular, there was a consistently higher density of pMFs at the tumor border in these three tumors compared to the tumor core (Fig. 1B).

**Fig. 1:**
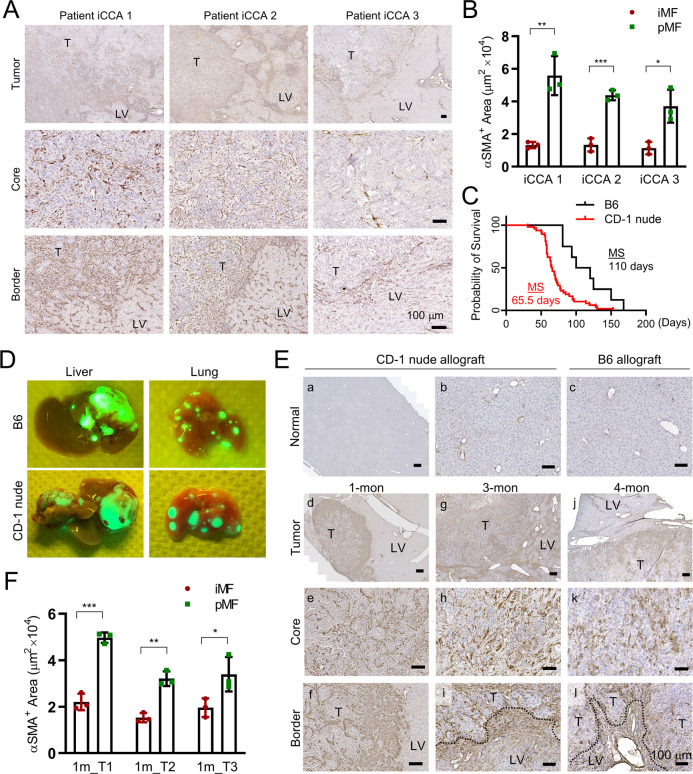
Accumulation of pMFs in mouse and patient iCCA tumors. **A** IHC of αSMA in three low-risk iCCA patient tumors showing higher density of MFs in the peritumoral region than the tumor core. **B** Quantitative comparison of the area occupied by the iMFs and pMFs in the three patient tumors in (**A**). Three regions with the heaviest iMF and pMF accumulation were measured in each tumor. **C** The animal survival curves of CD-1 nude and B6 mice orthotopic transplanted with PPTR tumor cells. **D** Gross GFP fluorescence images of the liver and lung from the iCCA allograft models showing the intrahepatic and lung metastases. **E** IHC of αSMA on wildtype liver (**a**–**c**) and those from the CD-1 nude (**d**–**i**) and B6 (**j**–**l**) allograft models at the indicated time points. Dotted lines: invasive tumor border; arrows: αSMA^+^ pMFs; T: tumor; LV: liver. All scale bars are 100 μm. **F** Quantitative comparison of the area occupied by the iMFs and pMFs in 1-mon iCCA allograft tumors. Three regions with the heaviest iMF and pMF accumulation were measured from three tumors.

Since MF activation in iCCA patients could be triggered either by tumorigenesis or by other non-tumor-related preexisting disease conditions, we utilized an orthotopic allograft model of metastatic iCCA we established in our laboratory to track tumor-induce MF activation. We have reported an allograft models of metastatic iCCA generated by orthotopically transplanting tumor cells cultured from a PPTR liver cancer genetic model we previously established [12, 13]. Metastatic iCCA tumors were generated in both CD-1 nude and B6 mice with tumor developing faster and more consistently in the former (Fig. 1C). Tumors in both models are similar and recapitulate patient tumor histologically (Supplementary Fig. 1A). The *Rosa-ZsGreen* (*ZsG*) reporter allele in the PPTR tumor cells enabled direct visualization of the tumor masses as well as disseminated tumor cells (DTCs) (Fig. 1D and Supplementary Fig. 1B). We collected the iCCA allograft tumors at different time points and performed αSMA IHC. In normal mouse liver, αSMA positivity was only found in the smooth muscle cells lining large vessels (Fig. 1E, a–c). In the iCCA tumors collected after one month of transplantation from CD-1 nude mice, we noticed the accumulation of αSMA^+^ pMFs at the tumor border similar to patient tumors (Fig. 1E, d), indicating MF activation in the host liver elicited by iCCA development. Alpha-SMA^+^ iMFs were also present in the tumor core, however, at a lower density than those in the peritumoral region (Fig. 1E, e & f, and Fig. 1F). In the 3-month tumors collected from the CD-1 nude allografts, there was an evident increase of αSMA^+^ iMFs within the tumor core although a spatial heterogeneity was observed (Fig. 1E, g, h). Accumulation of pMFs at the tumor border also became more heterogeneous and was mostly found at the tumor border where invasive tumor clusters were emerging (Fig. 1E, i). Four-month tumors collected at the end point from the B6 allograft model showed a similar presence of dense iMFs in the tumor core and pMF accumulation particularly at the invasive border (Fig. 1E, j–l). These observations in the iCCA orthotopic allograft model suggest pMF accumulation on the tumor border as an early event in iCCA development and their potential contribution to tumor invasion at later stages. Because of the faster and more consistent tumor development in the CD-1 allograft model, we performed all following in vivo experiments in this background.

### Peritumoral MFs suppress, and intratumoral MFs promote, iCCA growth in vitro

Previous studies have consistently shown that CAFs within iCCA tumor mass promote tumor cell growth [3, 4, 14]. When examining tumor cell proliferation in our allograft tumors in association with the presence of pMFs and iMFs, we found tumor cells in the pMF^high^ regions in the 1-month allograft tumors had significantly fewer Ki67^+^ cells than those in the tumor core (Fig. 2A, B). In the 3-month tumors where iMF^high^ regions were emerging in the tumor core, we noticed a strong, positive association between the iMFs content and Ki67 positivity (Fig. 2A, B). However, at the invasive tumor border where pMFs accumulated, tumor cell proliferation rate was lower than that of the iMF^high^ tumor core (Fig. 2A, B). These results suggest that iMFs promote tumor cell proliferation as previously reported, but pMFs are potentially growth-suppressive.

**Fig. 2:**
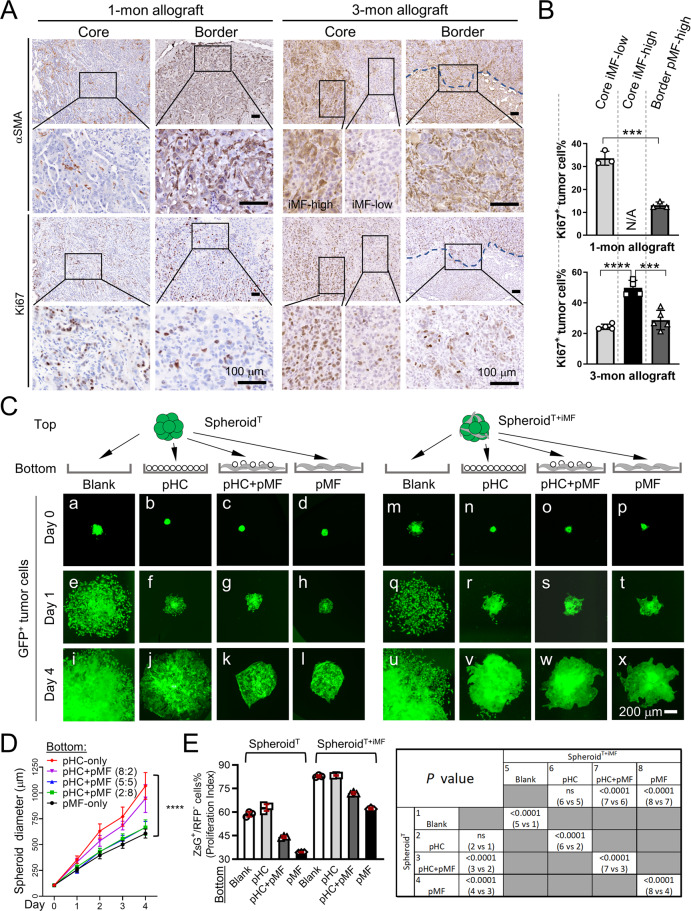
Peritumoral MFs suppress, and intratumoral MFs promote, iCCA growth in vitro. **A** Alpha-SMA and Ki67 IHC in the 1-month and 3-month iCCA allograft tumors. Images in the same row share the scale bar of 100 μm. **B** Quantification of Ki67^+^ cells in the indicated areas of the 1- and 3-month iCCA allograft tumors. N/A: No core iMF-high regions present in the 1-month tumors. Three tumors were examined at each time point. Student *t*-test, *P* value *** <0.001, ****<0.0001. **C** Time course images of the ZsG^+^ Spheroid^T^ and Spheroid^T+iMF^ in the 2.5D coculture with the indicated bottom layers. All images share the same 200 μm scale bar. **D** Quantification of the diameters of Spheroid^T^ in the indicated coculture conditions. Two-way ANOVA comparison, *P* value ****<0.0001. **E** Flow cytometry-based detection of the CellTracker-RFP dye of Spheroid^T^ and Spheroid^T+iMF^ placed on the indicated bottom layer. Note that RFP-negative (RFP^-^) cells are plotted as more RFP^-^ cells indicates higher tumor cell proliferation index. *P* values of the Student *t*-test between the indicated groups are shown on the right.

To assess the effect of pMFs on tumor cell proliferation directly, we developed a spheroid-based “2.5-dimensional” (2.5D) tumor-pMF coculture system by placing 3D tumor spheroids (Spheroid^T^) onto a 2D layer of pMFs (see the schematic illustration in Fig. 2C). Since HSCs are the main source of liver MFs [4], we acquired primary mouse HSCs and induced their activation to MFs via 2D culture on plastic plates [15]. Their high levels of αSMA was confirmed via immunofluorescence after three passages in culture (Supplementary Fig. 2). Freshly isolated primary mouse hepatocytes were also used in the 2D layer as a comparison to MFs. To assess tumor cell proliferation, PPTR tumor cells were labeled with CellTracker™ Red CMTPX dye (CellTracker-RFP). CellTracker-RFP is be diluted into daughter cells upon cell division. Therefore, a lower RFP intensity indicates a faster cell proliferation. CellTracker-RFP-labeled PPTR cells were used to generate Spheroid^T^, or mixed at 1:1 with the mouse HSC-derived MFs to generate spheroids with iMFs (Spheroid^T+iMF^). Four types of 2D bottom layer were used in the cocultures: control blank (no bottom 2D layer), freshly isolated hepatocytes (peritumoral hepatocytes, or pHC), a 1:1 mixture of hepatocytes and MFs (pHC+pMF), and MFs only (pMF) (Fig. 2C).

Cells in the bottom layer were seeded at a same total number and allowed to attach for 24 h before Spheroid^T^ or Spheroid^T+iMF^ were seeded on top. Tumor spheroids gradually flatted down within 24 h and a slower expansion of the spheroid ZsG area was noticed in the wells with a bottom layer than those without (Fig. 2C, f–h vs. e). Compared to pHCs, pMFs exhibited a stronger suppression on tumor spheroid expansion (Fig. 2C, l vs. j). To confirm, we also placed Spheroid^T^ on the top of pHC+pMF mixed at different ratios and found a significant and inversed association between Spheroid^T^ area and the pMF content (Fig. 2D). The similar suppressive effect of pMFs was also observed in the cocultures with Spheroid^T+iMF^ although at a lesser extent compared to Spheroid^T^ (Fig. 2C, m–x). Tumor cell proliferation in the cocultures were examined after four days by measuring the CellTracker-RFP intensity in ZsG^+^ tumor cells. In both Spheroid^T^ and Spheroid^T+iMF^ cocultures, we found higher numbers of RFP^+^ cells as well as higher RFP intensity in the conditions with higher pMF contents, indicating a slower tumor cell growth with more pMFs in the bottom layer (Fig. 2E, and Supplementary Fig. 3). When comparing Spheroid^T^ and Spheroid^T+iMF^ placed on the same bottom layer, tumor cells in Spheroid^T+iMF^ showed a consistently and significantly higher proliferation rate indicated by their lower levels of CellTracker-RFP (Fig. 2E, and Supplementary Fig. 3), consistent with the previous findings that iCCA CAFs within the tumor mass were pro-proliferative [4, 16]. Overall, these results are consistent with our in vivo observations in the iCCA allograft tumors, that iMFs and pMFs affect iCCA growth differently – iMFs promote and pMFs suppress tumor cell proliferation.

### Elongated iCCA-pMF interaction elicits iCCA cell dissemination in vitro

To study the long-term effect of pMFs on tumor cell behaviors, we set up long-term 2.5D cocultures similar to Fig. 2 and monitored tumor spheroids up to six weeks. We noticed that Spheroid^T^ placed on top of pMF continued to grow more slowly than those on blank and pHC (Fig. 3A, a–d and i–l). We then started noticed tumor cell invasion only in the conditions with pMFs which became evident by two weeks (Fig. 3A, f & h). When Spheroid^T^ were placed on pHC+pMF mixed at different ratio, there was an association between higher pMF content and longer invasive processes (Fig. 3B). Tumor cell dissemination was also more evident when pMFs were present (Fig. 3A, h, **inset**). Compared to Spheroid^T^, Spheroid^T+iMF^ appeared to have a more invasive tumor border on the two pMF-containing conditions although, interestingly, no evident tumor cell dissemination was observed (Fig. 3A, i–p).

**Fig. 3:**
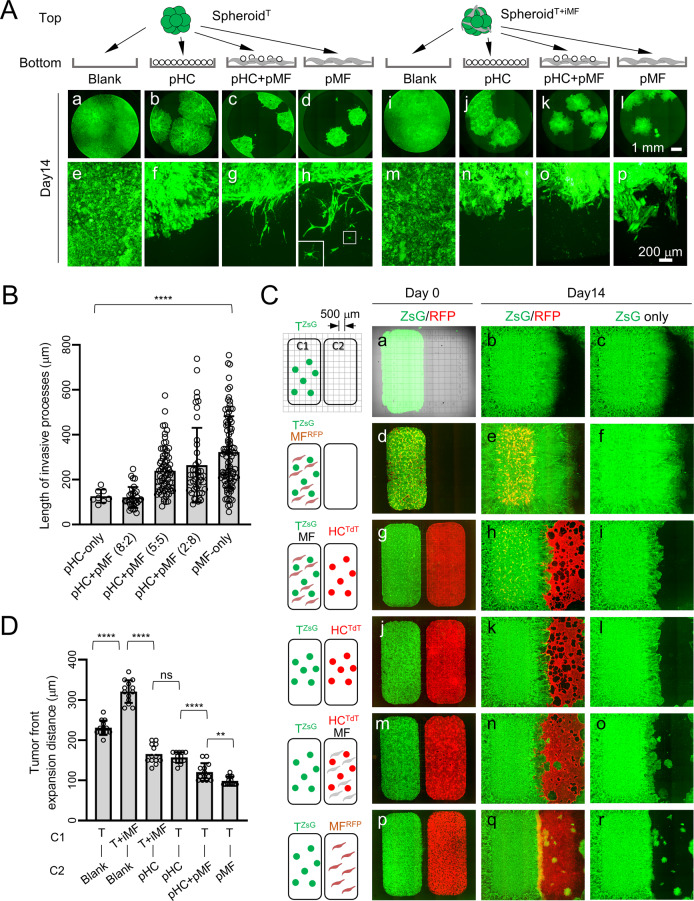
Elongated iCCA-pMF interaction induces tumor cell dissemination. **A** ZsG fluorescence images of Day 14 Spheroid^T^ and Spheroid^T+iMF^ 2.5D cocultures on the indicated bottom layers. Images on the same row share the same scale bar. Inset in **h**: higher magnification image of the boxed disseminated tumor cell. **B** Day 0 and 14 fluorescence images of the indicated 2D two-chamber cocultures. MFs are labeled with CellTracker-RFP dye in the conditions when no TdT^+^ HCs were added (**d–f** and **p–r**). Clonal tumor dissemination only occurred when pMFs were present in the C2 chamber (**m–r**). **C** Measurement of the expanding distance of the right tumor border in the indicated conditions. Student *t*-test, *P* value: ns, not significant, **<0.01, ****<0.0001. **D** Day 1 and Day 14 images of the 2.5D coculture of human iCCA cell line HuCCT1 and human activated HSC cell line LX2. HuCCT1 cells were GFP^+^. Arrows in (**j, l**): disseminated HuCCT1 tumor spheroids when LX2 cells were placed outside of tumor spheroids as pMFs.

To better visualize the effect of pMFs and iMFs on tumor cell invasion and dissemination, we developed a 2D coculture system using a two-chamber culture insert to spatially separate tumor cells and MFs (C1: left chamber; C2: right chamber) (Fig. 3C). Culture slides engraved with a 500 μm-grid were used to measure tumor area expansion. Different combinations of hepatocytes, MFs, and PPTR tumor cells were seeded as indicated in Fig. 3C. The inserts were removed after 24 h to allow cells from the two chambers to interact. We similarly found that iMFs promoted iCCA cell growth in this two-chamber cocultures indicated by a faster expansion of the tumor area (Fig. 3C, a–c vs. d–f, and Fig. 3D). Placing pHCs in C2 slowed down tumor expansion and reduced the growth-promoting effect of iMFs (Fig. 3C, g–i vs. j–l and Fig. 3D). Tumor cell expansion rate was further reduced when pMFs were mixed with pHCs in C2 which was accompanied by a marked increase in tumor cell invasion and dissemination by two weeks (Fig. 3C, j–l vs. m–o and Fig. 3D). When only pMFs were placed in C2, tumor cells expanded the slowest while disseminating the most (Fig. 3C, p–r, and Fig. 3D). To further validate the effect of pMFs and iMFs on human liver cancer cells, we tested the interaction between a human hepatoma cell line HepG2 and a human activated HSC cell line LX2 [17] since there were no commercially available human iCCA cell lines. In the same 2.5D cocultures, we found that pLX2 similarly suppressed tumor spheroid growth but induced evident tumor cell dissemination. In contrast, iLX2 significantly increased HepG2 spheroid growth without clear induction of tumor cell dissemination (Supplementary Fig. 4). Taken together, these results indicate that pMFs and iMFs play different role in promoting the aggressive behaviors of tumor cells, that pMFs retard tumor growth but elicit tumor dissemination while iMFs promote tumor growth with a lesser effect on tumor cell dissemination.

### iCCA-pMF interaction upregulates Vcam1 in tumor cells

Since the molecular mechanisms underlying iCCA-iMFs interaction have been investigated in the past by multiple groups [4, 16], we focused on pMFs in this study, in particular, how tumor cells responded to pMF suppression at the molecular level to explain our observations above. We turned to cytokines as they were known key players in MF-tumor interaction [18, 19]. We chose a large cytokine array pre-dotted with antibodies to 62 mouse cytokines (RayBiotech Mouse Cytokine Array C3) and blotted with conditioned media (CM) collected from Day 4 Spheroid^T^ 2.5D cocultures as indicated in Fig. 4A. Among the 62 cytokines, Vascular Cell Adhesion Molecule 1 (Vcam1) showed a mild but significant increase in the T:pMF CM compared to the others (Fig. 4A, a–e, and Supplementary Fig. 5). *Vcam1* upregulation in the T:pMF coculture was confirmed by quantitative RT-PCR (Fig. 4A, f). Flow cytometry also detected a higher number of Vcam1^+^ tumor cells in the T:pMF coculture compared to T-only culture on Day 4 (Fig. 4B). Vcam1 IHC on 1-month PPTR allograft tumors confirmed that Vcam1^+^ cells were predominantly the tumor cells close to the border where pMFs accumulated (Fig. 4C and Supplementary Fig. 6). *VCAM1* expression was more heterogeneous in iCCA patient tumors, but was also found predominantly in tumor cells close to the tumor border with pMFs accumulation (Fig. 4D).

**Fig. 4:**
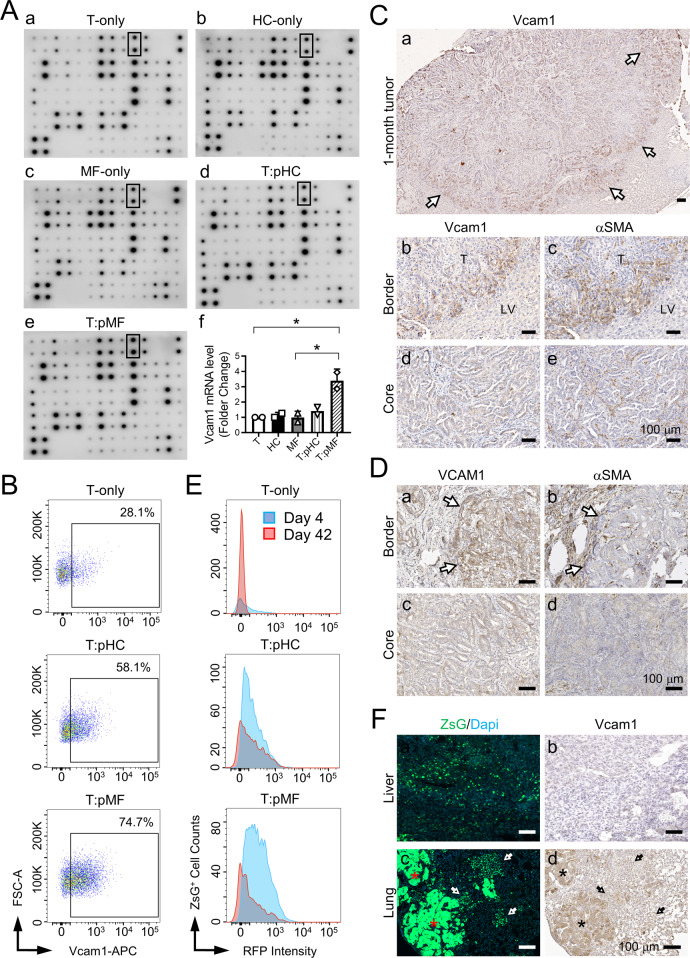
iCCA-pMF interaction induces *Vcam1* expression in the tumor cells. **A** Cytokine array assays using the CM from the indicated cultures on Day 4 (**a**–**e**). (**f**): Quantitative RT-PCR of *Vcam1* mRNA levels in the indicated cultures. Student *t*-test, *P* value * <0.05. **B** Vcam1 detection in the indicated 2.5D cocultures on Day 4 via flow cytometry. The percentage of Vcam1^+^ tumor cells in each condition was indicated. T:pMF coculture had the most Vcam1^+^ tumor cells. **C** Histogram of Vcam1 level in the tumor cells from the indicated cocultures on Day 4 and 42. There was a decrease in Vcam1 levels in Day 42 cultures. **D** Vcam1 and αSMA IHC on the serial sections of the indicated allograft tumors. All scale bars are 100 μm. Arrows in **(a)**: Vcam1^high^ cells on the tumor border. Dotted lines in (**f**, **g**): tumor-pMF interface; arrows in (**h**, **i**): red arrows, Vcam1^+^ tumor cells next to iMFs; black arrows: Vcam1^-^ cells next to iMFs. **E** VCAM1 and αSMA IHC on serial sections of an iCCA patient tumor. Arrows: VCAM1^+^ tumor cells at the tumor border next to aSMA^+^ pMFs. **F** ZsG/Dapi fluorescence and Vcam1 IHC on the serial sections of the live (**a**, **b**) and lung (**c**, **d**) from iCCA allografts showing decreased Vcam1 levels in the DTCs. Asterisks in (**c**, **d**): Vcam1^high^ tumor cells within the lung metastases; arrows in (**c**, **d**): Vcam1^low^ DTCs.

Vcam1 has been previously reported to promote solid tumor metastasis [20, 21]. However, interestingly, we found that Vcam1 levels dropped significantly in tumor cells collected from the 6-week Spheroid^T^:pMF 2.5D coculture (Fig. 4E). Since many tumor cells had detached from Spheroid^T^ at this time (Supplementary Fig. 7), we suspected that this reduction in Vcam1 might be associated with tumor cell dissemination. We found that, indeed, the ZsG^+^ DTCs in both liver and lung in 3-month allograft tumors were consistently Vcam1-negative while tumor cells in the overt lung metastases had high levels of Vcam1 (Fig. 4F). These observations suggest that Vcam1 is likely critical for tumor mass expansion in a growth-suppressive peritumoral microenvironment but a negative regulator of tumor cell dissemination.

### Vcam1 is involved in epithelial-to-mesenchymal transition pathway in both mouse and human iCCA tumors

Our data above suggested that Vcam1 might be involved in epithelial-to-mesenchymal transition (EMT). To test this hypothesis, we first utilized a system biology approach to unbiased identify Vcam1 regulatory pathways in both human and mouse iCCA tumors. We have previously performed a large RNA-seq transcriptomic profiling of the tumors from the PPTR genetic and orthotopic transplantation models (*N* = 46) [13]. We also identified 36 iCCA patient tumor samples from TCGA (The Cancer Genome Atlas)-CHOL (cholangiocarcinoma) database (Fig. 5A). We then used a scalable software for gene regulatory network reverse-engineering from big data, SJARACNe (v-0.1.0) [22], to reconstruct the context-dependent signaling interactomes of Vcam1 using these two datasets. We found that, indeed, EMT pathway was one of the top pathways predicted to be significantly involved in Vcam1 regulation in both mouse and patient tumors (Fig. 5B). We then generated *Vcam1*^*KO*^ PPTR cells via CRISPR/Cas9 (Supplementary Fig. 8). Two *Vcam1*^*KO*^ single-cell clones were generated (*Vcam1*^*KO1*^ and *Vcam1*^*KO2*^) and their loss of Vcam1 expression was confirmed by qRT-PCR and flow cytometry (Fig. 5C, D). 

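PPTR cells are a line of mouse intrahepatic cholangiocarcinoma cells, grown from liver cancer organoids that carried *Prom1*-driven Cre recombinase and a ZsGreen reporter. RNA from the control culture and from the 2 single-cell clones made with a Cas9 guide against exon 2 of *Vcam1* was sequenced in 3 libraries per condition, 9 in all, each condition from different passages. The sample labels call the control cells wild type where the paper writes *Vcam1* ctrl. The authors estimated with kallisto how many read pairs came from each transcript and deposited the estimated counts summed per gene symbol, without normalization. The libraries held between 53415907 and 125223073 counts in *Vcam1* ctrl cells (median 81092826), between 63662354 and 93961714 in *Vcam1* KO1 cells (median 64651901) and between 59343234 and 73766383 in *Vcam1* KO2 cells (median 65750813). The deposited estimates were whole numbers already and were used as counts. Libraries were scaled with TMM normalization, and the 17672 of 55276 genes that passed edgeR's filterByExpr were tested with edgeR's quasi-likelihood test. The comparison of *Vcam1* KO with *Vcam1* ctrl pooled the 6 libraries of both clones, as in Fig. 5E to 5G, so that differences between the clones counted as spread within the group. Each clone was also compared with the same 3 control libraries in a fit with 3 groups. The study's own test, limma-voom after TMM, was run beside it. Within each condition the libraries are called replicates 1 to 3, in the order of their labels.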

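*Vcam1* was read in every library first. In CPM, the count of a gene scaled to the size of its library, it stood at 248, 221 and 329 in the *Vcam1* ctrl libraries, at 98.8, 92.4 and 128 in the *Vcam1* KO1 libraries and at 119, 99.4 and 83.0 in the *Vcam1* KO2 libraries, so that every clone library lay below every control library. The mean was 266 ± 56.5 CPM (SD, n = 3) in *Vcam1* ctrl cells and 103 ± 16.9 CPM (SD, n = 6) in *Vcam1* KO cells, a log2 fold change of -1.36 (standard error 0.17, adjusted p = 2.1e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The mean level relative to control was 0.400 in *Vcam1* KO1 cells and 0.377 in *Vcam1* KO2 cells, and the clones did not differ from each other (log2 difference 0.09, adjusted p = 0.75 from the same test with Benjamini-Hochberg adjustment in edgeR). With 1 library left out in turn, the log2 fold change lay between -1.53 and -1.19. These counts are of transcripts and carry no information on whether the transcript is edited.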

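The MSigDB sets were not used here. A list of 196 EMT genes was compiled by hand from memory of the hallmark set and was not compared with it, and 181 of its genes were tested. Of these, 76 were higher and 26 lower in *Vcam1* KO cells by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 79 and 27 when adjusted over the list alone. Their median log2 fold change was 0.76, against 0.07 for all tested genes. In a preranked enrichment test (fgsea) by log2 fold change, whose p values come from permutation of genes, the EMT list had a normalized enrichment score of 1.91 (adjusted p = 2.2e-07 over 4 lists), with a leading edge of 75 genes. The setting that moved this score most was ranking by the signed square root of the quasi-likelihood F, which gave 2.17. *Vcam1* is a member of the list and was its 25th lowest gene, and without it the score was 1.93. The list of 40 epithelial genes had a score of -2.30 (adjusted p = 4e-10 over the 4 lists), with 29 of 34 tested genes lower, also when adjusted over the list alone, and none higher at an unadjusted p under 0.05 (0 genes). Its median log2 fold change was -8.36, or -6.99 with the 5 genes at or under 3 counts in all libraries of a group set to their limits. The list of 79 ribosomal protein genes had a score of -1.97 (adjusted p = 5.9e-06), with 56 genes lower, 64 when adjusted over the list alone, and 0 higher (0 at an unadjusted p under 0.05). These 3 calls held under camera with its preset correlation and under fry. With a correlation estimated from the libraries, a setting chosen after the data were seen, camera kept the epithelial list (adjusted p = 0.0044) and not the EMT list (0.079) or the ribosomal protein list (0.39). A score as high as that of the EMT list came from 9 of the 84 ways to split the 9 libraries into 6 and 3, and all 9 set apart at least 2 of the control libraries.

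**Figure D1:**
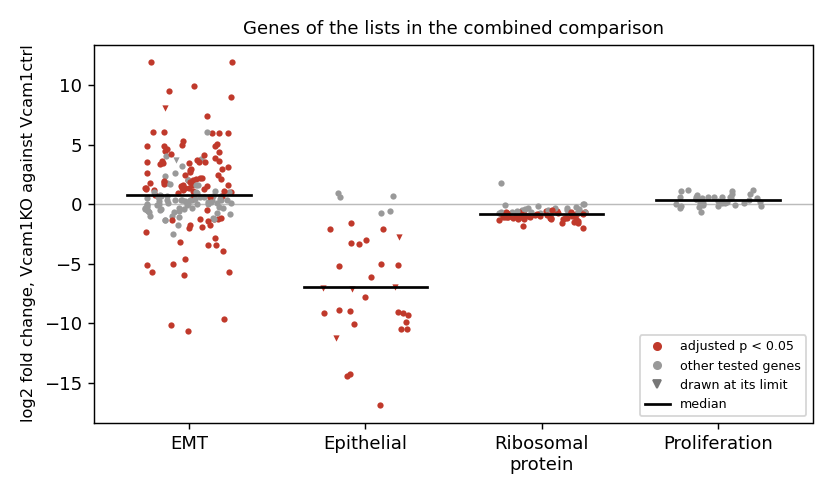
Log2 fold change of each tested gene of the EMT, epithelial, ribosomal protein and proliferation lists in *Vcam1* KO against *Vcam1* ctrl cells. Red points passed an adjusted p of 0.05, triangles are genes at or under 3 counts in all libraries of a group and are drawn at their limits, and the black line is the median of each list, 0.76 for EMT, -6.99 for epithelial, -0.83 for ribosomal protein and 0.34 for proliferation genes.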

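Over the mouse Reactome sets that come with fgsea, a collection not chosen for EMT, 691 sets of 15 to 500 tested genes were ranked in the same way. An adjusted p under 0.05 was reached by 30 sets, 7 of them higher and 23 lower in *Vcam1* KO cells. The highest scores were those of collagen biosynthesis and modifying enzymes (1.95), ECM proteoglycans (1.93) and NCAM1 interactions (1.92), and the broad set of extracellular matrix organization had 1.74 (adjusted p = 1e-04). The lowest score was that of peptide chain elongation (-2.08, adjusted p = 4e-06), followed by other translation sets. In *Vcam1* KO2 cells alone 11 sets passed, and with no filter on low counts 55 did.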

RNA-seq transcriptomic profiling and gene set enrichment analysis (GSEA) confirmed that EMT pathway is the most significantly enriched pathway in the *Vcam1*^*KO*^ compared to the control (*Vcam1*^*ctrl*^) cells (Fig. 5E, F). 

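*Cdh1* lies on chromosome 8 of GRCm38 from 106603351 to 106670246 on the plus strand (GENCODE vM21, another release of the build that the counts were made on). Its level was 533 ± 154 CPM (SD, n = 3) in *Vcam1* ctrl cells, 1.34 ± 0.32 CPM (SD, n = 3) in *Vcam1* KO1 cells and 0.53 ± 0.25 CPM (SD, n = 3) in *Vcam1* KO2 cells. Between 22961 and 58478 counts per library stood behind the control values, and at least 16 behind those of the clones. The log2 fold change of *Vcam1* KO against *Vcam1* ctrl was -9.16 (standard error 0.55, adjusted p = 3.0e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which placed *Cdh1* 160th from the lowest of all genes tested, within the lowest 0.905%. With limma-voom the log2 fold change was -9.34 and the rank 119, and in *Vcam1* KO1 cells alone the rank was 265. By p *Cdh1* was 142nd in the combined comparison. The residual level differed between the clones, by 1.34 on the log2 scale (adjusted p = 0.019 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment of *Vcam1* KO1 against *Vcam1* KO2).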

*Cdh1* gene (encoding E-cadherin), one of the marker genes associated with the epithelial features of cancer cells [23], was among the most downregulated genes in the *Vcam1*^*KO*^ cells (Fig. 5G). 

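*Vim* lies on chromosome 2 of GRCm38 from 13573927 to 13582826. It was the gene with the 15th highest level in *Vcam1* ctrl cells, at 2583 ± 213 CPM (SD, n = 3). Its level was 3296 ± 813 CPM (SD, n = 3) in *Vcam1* KO1 cells and 3217 ± 297 CPM (SD, n = 3) in *Vcam1* KO2 cells. The log2 fold change of *Vcam1* KO against *Vcam1* ctrl was 0.33 (standard error 0.18), which did not pass (adjusted p = 0.16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The *Vcam1* ctrl libraries lay between 2361 and 2785 CPM. Among the *Vcam1* KO libraries only replicate 3 of *Vcam1* KO1 cells overlapped them, at 2378 CPM, and the others stood at 2940 CPM or more. No library left out brought the adjusted p of the same test (edgeR, quasi-likelihood) under 0.05, and the range over the 9 fits was 0.057 to 0.47. The lowest came without replicate 3 of *Vcam1* KO1 cells, with a log2 fold change of 0.39. In counts simulated with the spread within conditions, 65.5% of 200 genes changed by 2-fold were called. The simulation left the rest of its 17186 genes unchanged and held no differences between the clones. It therefore does not give the chance of calling a change as small as that of *Vim*.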

No increase in *Vim* expression (encoding vimentin), a mesenchymal marker gene, was found in the *Vcam1*^*KO*^ cells likely because *Vcam1*^*ctrl*^ cells already expressed high levels of *Vim* [13]. No changes in the *Ki67* level (encoded by *mKi67* gene) were found in the *Vcam1*^*KO*^ cells (Fig. 5G) which is consistent with our findings in the PPTR allograft tumors (Supplementary Fig. 9) and as previously reported [24]. These data suggest an interesting decoupling of cell proliferation and Vcam1-dependent EMT in iCCA cells.

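*Mki67* lies on chromosome 7 of GRCm38 from 135689784 to 135716361. Its level was 149 ± 32.8 CPM (SD, n = 3) in *Vcam1* ctrl cells, 161 ± 116 CPM (SD, n = 3) in *Vcam1* KO1 cells and 230 ± 88.4 CPM (SD, n = 3) in *Vcam1* KO2 cells. The log2 fold change of *Vcam1* KO against *Vcam1* ctrl was 0.39 (standard error 0.56, adjusted p = 0.61 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The spread in *Vcam1* KO1 cells came from replicate 3 of that clone, at 27.7 CPM against 216 and 239 CPM in its other 2 libraries. Without it the log2 fold change was 0.61 (adjusted p = 0.071 from the same edgeR quasi-likelihood test). Over the 9 fits that each left out 1 library, the adjusted p lay between that value and 0.85. Of a list of 40 proliferation genes, 0 passed in either direction, also when adjusted over the list alone, and 1 was higher at an unadjusted p under 0.05. Without replicate 3 of *Vcam1* KO1 cells, 7 of the 40 were higher. The list's normalized enrichment score was 1.20 (adjusted p = 0.18 over the 4 lists), with -0.70 in *Vcam1* KO1 cells alone and 1.82 in *Vcam1* KO2 cells alone.

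**Figure D2:**
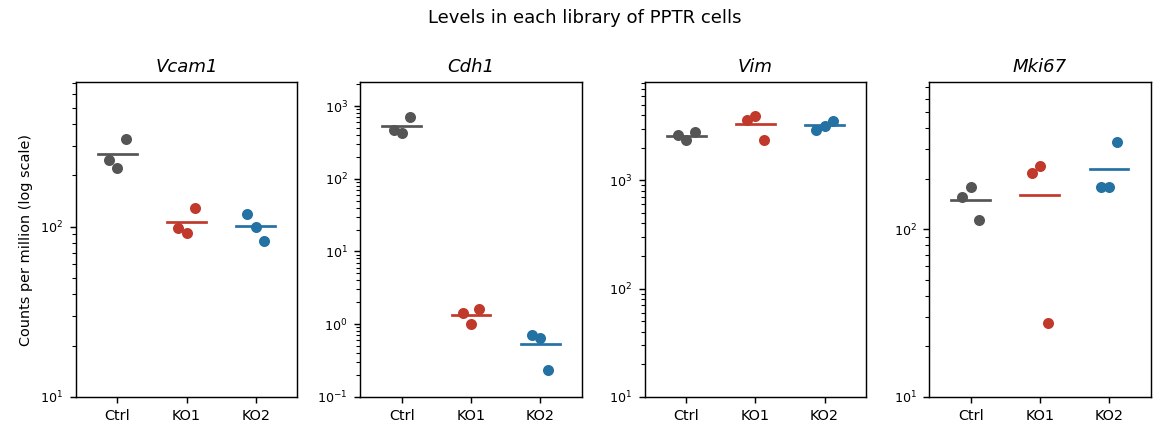
CPM on a log scale of *Vcam1*, *Cdh1*, *Vim* and *Mki67* in each library of *Vcam1* ctrl (grey), *Vcam1* KO1 (red) and *Vcam1* KO2 (blue) cells, with lines at the group means. The single *Vcam1* KO1 library at 27.7 CPM of *Mki67* is replicate 3.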

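The 2 kinds of genes were also set side by side in each clone. The median log2 fold change of the EMT list was 0.69 in *Vcam1* KO1 and 0.54 in *Vcam1* KO2 cells, and that of the proliferation list was -0.21 in *Vcam1* KO1 and 0.72 in *Vcam1* KO2 cells. In *Vcam1* KO1 cells only replicate 3 was low, at a median log2 CPM of 3.29 for the proliferation list against 6.02 and 6.18 in replicates 1 and 2. The *Vcam1* ctrl libraries stood at 5.39, 6.42 and 5.02. Of 6 transcription factors of EMT, 4 were higher in *Vcam1* KO cells, with log2 fold changes of 1.70 for *Snai1*, 1.24 for *Zeb1*, 1.16 for *Zeb2* and 2.90 for *Twist2* (adjusted p between 1.3e-05 and 0.015 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the same number when adjusted over the list alone. The call for *Snai1* was lost without replicate 1 (adjusted p = 0.070) or 3 (0.064) of *Vcam1* ctrl cells in the same edgeR quasi-likelihood test. *Twist1* was lower (log2 fold change -6.58, adjusted p = 0.0028 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 14 counts in replicate 1 of *Vcam1* KO1 cells and 0 in the other clone libraries. *Snai2* did not change in the combined comparison (0.03, adjusted p = 0.97 from the same test in edgeR). It differed between the clones, by 1.70 on the log2 scale (adjusted p = 0.0065 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Against *Vcam1* ctrl cells it was lower in *Vcam1* KO2 cells (log2 fold change -1.06, adjusted p = 0.037 from the same edgeR test). In *Vcam1* KO1 cells it did not pass (0.65, adjusted p = 0.15 from the same edgeR test). From its data on these cells, the paper proposes that proliferation and the EMT that depends on Vcam1 are decoupled in iCCA cells.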

**Fig. 5:**
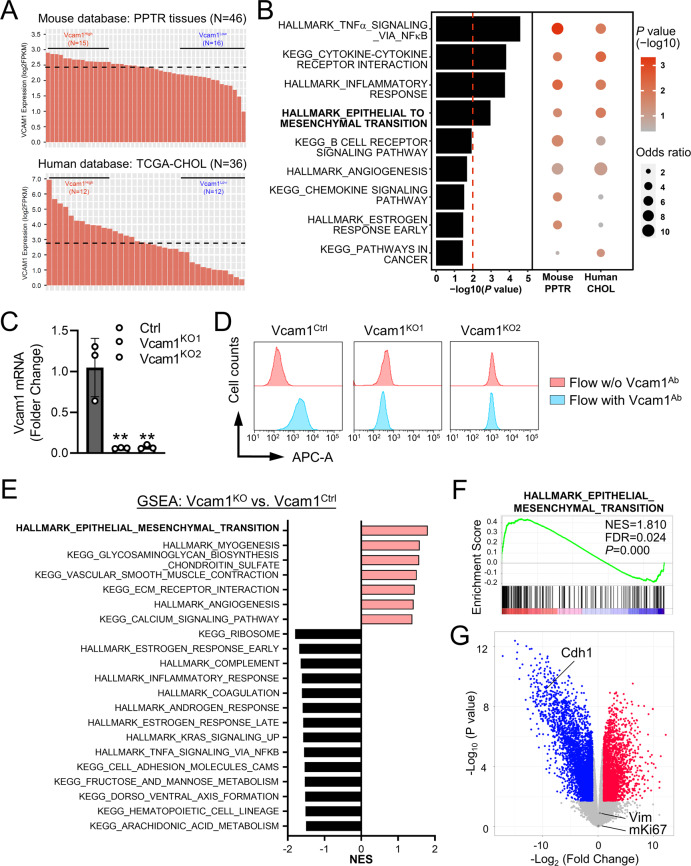
Vcam1 is involved in epithelial-to-mesenchymal transition in mouse and human iCCA tumors. **A** The mouse and human iCCA RNAseq datasets used in the analysis in (**B**). **B** Bubble plot representing gene set enrichment analysis (GESA) of predicted Vcam1 regulatory pathways in both mouse PPTR samples and human TCGA patient samples. Color intensity of the bubbles indicates the statistical significance of enrichment, and bubble size indicates the odds ratio. The bar plot on the left of the bubble plot shows the combined *P* values of the mouse and human datasets with the Stouffer method. Only the pathways with a combined *P* value <0.05 are shown. **C** Quantitative RT-PCR of the *Vcam1*^*Ctrl*^ PPTR cells and two *Vcam1*^*KO*^ single-cell clones. Student *t* test. ^**^P < 0.01. **D** Flow cytometry of the *Vcam1*^*Ctrl*^ and *Vcam1*^*KO*^ cells. **E** GSEA analysis of the RNA-seq profiles of *Vcam1*^*KO*^ (*Vcam1*^*KO1*^ and *Vcam1*^*KO2*^ combined) vs. *Vcam1*^*Ctrl*^ cells. Pathways in red are upregulated in *Vcam1*^*KO*^ cells and pathways in black are downregulated. **F** The GSEA plot of HALLMARK_EPITHELIAL_MESENCHYMAL_TRANSITION pathway in *Vcam1*^*KO*^ vs. *Vcam1*^*Ctrl*^ cells. **G** The volcano plot of the gene expression fold change in *Vcam1*^*KO*^ vs. *Vcam1*^*Ctrl*^ cells.

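In the comparison of *Vcam1* KO with *Vcam1* ctrl, 7591 of 17672 genes passed an adjusted p of 0.05, 3839 higher and 3752 lower, and 5003 of them changed by at least 2-fold (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The setting that moved this count most, apart from the demand for a 2-fold change, was the average of the 2 clones' contrasts in the fit with 3 groups, in which differences between the clones are no part of the spread and which called 10464 genes. Against the same controls, 10586 genes passed in *Vcam1* KO1 and 9087 in *Vcam1* KO2 cells, and 6834 differed between the clones. Both clones passed at 7009 genes and moved the same way at 6668 of these (95.1%). Across genes, which are not independent replicates, the log2 fold changes of the 2 clones had a Pearson r of 0.804. Unchanged clones simulated 20 times against shared controls had an r of 0.497 on average and of 0.518 at most, with at most 1 gene called alike. At 7805 genes (44.2%) every *Vcam1* KO library lay on the same side of every *Vcam1* ctrl library.

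By the rule for naming genes, 4122 genes qualified, and the 3 largest changes in each direction are named. *Hnf4a* (226 ± 32.8 CPM, SD, n = 3, in *Vcam1* ctrl cells) had 0 counts in all 6 *Vcam1* KO libraries and was at least 4405-fold lower, and *Mal2* was at least 1070-fold lower. *Krt18* fell from 3408 ± 251 CPM (SD, n = 3) to between 0 and 7 counts per library, a log2 fold change of -16.90 (standard error 0.61, adjusted p = 2.5e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Car3* was at least 5470-fold higher, mostly through *Vcam1* KO1 cells, at 605 ± 474 CPM (SD, n = 3) against 0.593 ± 0.052 CPM (SD, n = 3) in *Vcam1* KO2 cells. Replicates 1 to 3 of *Vcam1* KO1 cells stood at 293, 372 and 1150 CPM. Without replicate 3 of that clone the fitted log2 fold change of *Car3* was 14.56, against 15.76 with all libraries. Without any 1 of the control libraries its adjusted p was between 0.068 and 0.091 in the same test in edgeR, and with limma-voom 0.35. *Postn* (log2 fold change 11.94) and *Cxcl12* (11.92) were the other 2, and *Cxcl12* differed between the clones by 3.74 on the log2 scale (adjusted p = 2.6e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).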

### Vcam1 depletion abolishes the growth of iCCA tumor cells under pMF suppression

To further unravel the relationship between iCCA cell growth and dissemination, pMFs, and Vcam1, we examined the growth of *Vcam1*^*ctrl*^ and *Vcam1*^*KO*^ cells in 2D monoculture, 3D spheroid monoculture, and spheroid-pMF coculture. In the 2D monocultures, we found both *Vcam1*^*KO*^ clones were able to expand steadily to reach full confluency although at a slowed rate compared to *Vcam1*^*ctrl*^ cells (Fig. 6A). But while *Vcam1*^*ctrl*^ cells continued to doubling slowly afterwards, *Vcam1*^*KO*^ cells stopped growing and eventually died off (Fig. 6B, C). In their 3D spheroid monoculture, *Vcam1*^*KO*^ cells were able to form spheroids in AggreWell (Supplementary Fig. 10) and reach confluence when cultured alone (Fig. 6D). However, when seeded on the top of pMFs, *Vcam1*^*KO*^ spheroids disseminated instantly and showed a severe growth defect afterwards compared to *Vcam1*^*ctrl*^ spheroids (Fig. 6E). We noticed a reduction in their growth area by 14 days when the spheroids cultured without pMFs continued to grow (Fig. 6F).

**Fig. 6:**
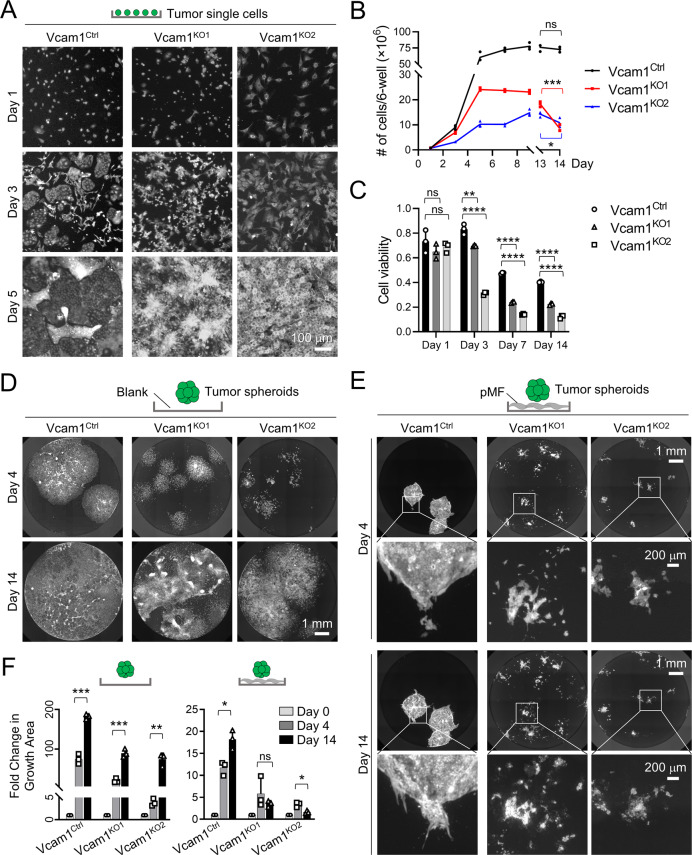
Vcam1 depletion severely impairs iCCA cell growth under pMF suppression. **A** GFP fluorescence images of the 2D monocultures of *Vcam1*^*Ctrl*^ and *Vcam1*^*KO*^ cells on Day 1, 3 and 5. **B** Cell number counts of *Vcam1*^*Ctrl*^ and *Vcam1*^*KO*^ cells in (**A**). Student *t*-test, *P* value, ***< 0.001, *<0.05. **C** Quantification of the viable *Vcam1*^*Ctrl*^ and *Vcam1*^*KO*^ cells cultured in (**A**). **D** GFP fluorescence images of the spheroid monocultures of the *Vcam1*^*Ctrl*^ and *Vcam1*^*KO*^ PPTR cells on Day 4 and 14. **E** GFP fluorescence images of the tumor-pMF cocultures of the *Vcam1*^*Ctrl*^ and *Vcam1*^*KO*^ PPTR cells on Day 4 and 14. **F** Quantitative comparison of the growth area of the tumor cell spheroids in their mono- and co-culture. Statistics in **B**, **C** & **F**: Student *t*-test. *P* value, ****<0.0001; ***<0.001, **<0.01; *<0.05.

When transplanted into the liver to allowed to grow for three weeks, *Vcam1*^*KO1*^ cells were less capable of establishing primary tumors compare to the control cells and failed to develop overt lung metastases (Fig. 7A) (*n* = 4 per group). However, gross GFP examination found a significantly higher number of individual DTCs in the lungs of all the animals transplanted with *Vcam1*^*KO1*^ cells than those with the control cells (Fig. 7B). These results suggest that *Vcam1*^*KO*^ cells disseminate more readily than control cells but have an impaired ability to establish tumor mass. *Vcam1*^*KO2*^ clone was not tumorigenic in vivo (data not shown). We also tested the impact of Vcam1 loss on tumor growth in a tail vein injection (TVI) transplantation model. Although no liver pMF-tumor interaction was involved in this model, we reasoned that it was still a valid model for assessing Vcam1 function in iCCA development because of the high level of *Vcam1* expression in PPTR lung metastases (Fig. 4F). Three weeks post-injection, *Vcam1*^*KO1*^ cells showed a nearly complete failure in growing metastases while the control cells developed numerous tumors in the lung as expected. (Fig. 7C, D) (*n* = 4 per group). IHC of Vcam1, E-cadherin, and vimentin on *Vcam1*^*ctrl*^ and *Vcam1*^*KO*^ lung metastases confirmed a nearly completely loss of E-cadherin in the *Vcam1*^*KO*^ tumors without a clear difference in their vimentin levels (Fig. 7E, a–f). Also consistent with the RNA-seq result, no differences in Ki67 positivity were observed between these two types of tumors (Fig. 7E, g vs. h). Taken together, these results reveal an interesting context-dependent and Vcam1-regulated growth and dissemination of iCCA tumor cells. Vcam1 is not directly involved in cell proliferation but support iCCA tumor mass expansion under pMF suppression and restrain tumor cell dissemination.

**Fig. 7:**
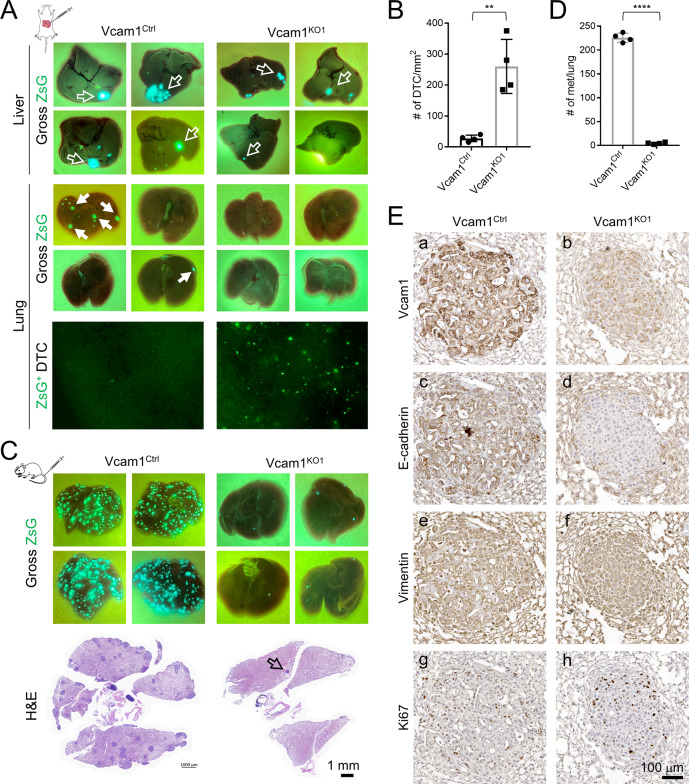
Vcam1 depletion abolished the metastatic growth of iCCA cells in vivo but promote the dissemination of individual tumor cells. **A** Top four rows: gross GFP images of the livers and lungs from mice orthotopically transplanted with *Vcam1*^*Ctrl*^ or *Vcam1*^*KO1*^ cells; bottom row: microscopic GFP images of the lungs from the *Vcam1*^*Ctrl*^ or *Vcam1*^*KO1*^ groups showing the higher number of DTCs in the latter. **B** Quantification of the numbers of DTCs in the lungs in (**A**). **C** Top two rows: gross GFP images of the lungs from TVI mice injected with *Vcam1*^*Ctrl*^ or *Vcam1*^*KO1*^ cells; bottom row: representative H&E images of the lungs from the *Vcam1*^*Ctrl*^ and *Vcam1*^*KO1*^ groups. **D** Quantification of the numbers of the lung metastases in (**C**). **E** The indicated IHC on serial sections of the *Vcam1*^*Ctrl*^ and *Vcam1*^*KO1*^ lung metastases. Note the complete loss of E-cadherin in the *Vcam1*^*KO*^ tumor (**d**). Statistics in **B** & **D**: Student *t*-test. *P* value, ****< 0.0001; **< 0.01.

### Partial neutralization of Vcam1 activity promotes iCCA metastasis in vivo

Finally, we tested the effect of a Vcam1 neutralizing antibody (Vcam1^Ab^) [25] on PPTR cell growth and dissemination in vitro and in vivo. Two PPTR lines were treated with Vcam1^Ab^ and they both showed increased migration ability (Fig. 8A). Again, no differences in cell proliferation in their 2D monoculture were observed (Fig. 8B). Since we found it challenging to statistically compare tumor growth in the orthotopic model due to the limited number of tumor masses and variation in size (Fig. 7A), we performed the in vivo Vcam1^Ab^ treatment in the PPTR TVI model. We found the TVI group treated with Vcam1^Ab^ for three weeks developed more lung metastases than those treated with IgG (*n* = 4 per group) (Fig. 8C). However, metastases in the Vcam1^Ab^ group were smaller than those in the IgG group (Fig. 8D–F). IHC showed that lower but only completely abolished Vcam1 levels in the tumors from the Vcam1^Ab^ group (Fig. 8G). In both groups, DTCs showed no Vcam1 positivity, aSMA^+^ fibroblasts were commonly found around the Vcam1^+^ tumor cells (Fig. 8G). These findings indicate that partial Vcam1 neutralization can be detrimental because it increases tumor cell dissemination but unable to completely prevent tumor cell growth.

**Fig. 8:**
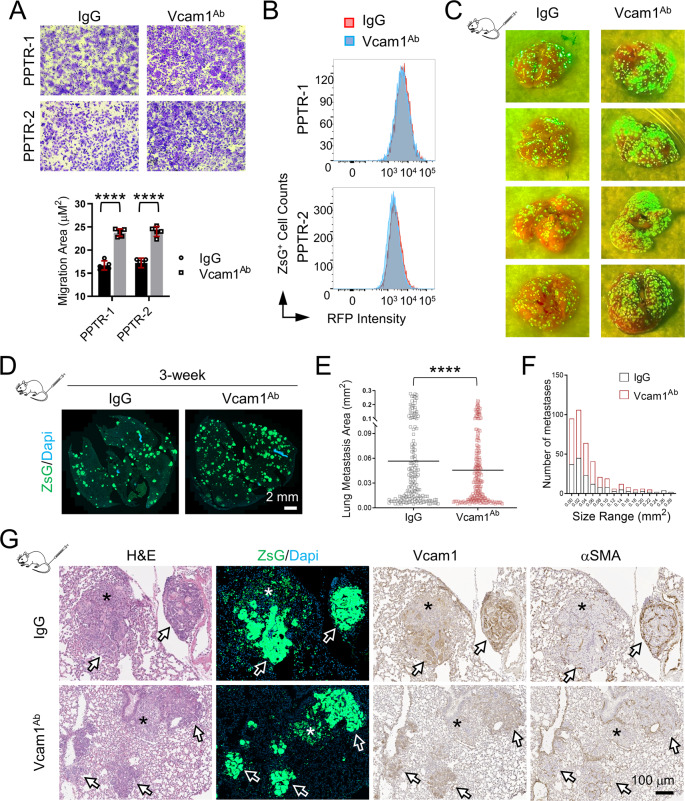
Partial Vcam1 neutralization increases the number of small lung metastases in a TVI model. **A** Transwell migration assay and quantification of the PPTR cells treated with IgG or Vcam1^Ab^ showing increased cell migration with Vcam1 blocking. Student *t*-test, *P* value <0.0001. Cells derived from two PPTR tumors were tested. **B** Flow cytometry of CellTracker proliferation assay of the PPTR tumor cells treated with IgG or Vcam1^Ab^ found no changes in cell proliferation with Vcam1 blocking. **C** Gross ZsG images of the lungs collected from the indicated TVI models three weeks post injection. Vcam1^Ab^ treatment led to more but smaller lung metastases. **D** Representative images of the whole-section GFP scans of the lungs from mice treated with IgG or Vcam1^Ab^. **E** Quantification of the area of individual lung metastases from the TVI model shows smaller lung metastases in the Vcam1^Ab^-treated mice. Student *t*-test, *P* value, ****<0.0001. **F** Histogram of the size distribution of the lung metastases from the TVI model shows the larger numbers of small lung metastases in the Vcam1^Ab^-treated mice. **G** The indicated staining of the lung metastases from the IgG or Vcam1^Ab^ groups. Arrows: Vcam1^+^ tumor cells; asterisk: Vcam1^-^ DTCs. All images share the same 100 μm scale bar.

## Discussion

Using an orthotopic model of metastatic iCCA and multiple coculture models we established in the laboratory, we showed that there was an intriguing MF dynamics during iCCA development. At the early stage of iCCA tumorigenesis, pMFs rapidly accumulate at the tumor border. When tumor progresses, MFs infiltrate into the tumor mass as iMFs while pMFs become enriched at the tumor invasive front. We found iMFs and pMFs play different roles in iCCA progression. iMFs are predominantly growth-promoting as previously reported [3, 4] but with limited effects on tumor cell dissemination. Peritumoral MFs exhibit a surprising suppressive effect on iCCA growth but elicit tumor cell dissemination. Our observations are consistent with the previous observations in HCC patients that activated HSCs and MFs in the peritumoral liver are associated with tumor metastasis and relapse [10, 11], suggesting a role of cell competition in selecting aggressive cancer behaviors [26]. iCCA is known to be highly heterogeneous and plastic [27]. The high rates of tumor relapse in iCCA patients even after curative resection suggests that tumor dissemination is common in these patients. Tumor suppression by pMFs may lead to a selection for aggressive iCCA cells [28].

Based on our findings, we suspect that MF depletion at the early stage of tumorigenesis may target pMFs mostly and dampen the ability of the liver to suppress tumor growth and would lead to accelerated tumor development. However, with continuous increase in MF infiltration as protumorigenic iMFs and weakened ability of pMFs to restrain aggressive tumor growth when tumor progresses, MF depletion in late-stage tumors may in fact an effective strategy to slow tumor development. We suspect that the different timing of MF depletion may account for, at least partially, to the contradicting tumor outcomes in the previously reported CAF-depletion studies [4, 29–32]. A genetic approach capable of temporal- and spatial-specific depletion of MFs, when available, would be the most definitive tool to define the dynamic role of iMFs and pMFs in iCCA development. Single-cell and spatial transcriptomic analyses using our coculture systems and mouse models are also in line to pinpoint the molecular mechanisms behind the differential roles of iMFs and pMFs play in iCCA development.

We show that Vcam1 is upregulated in the tumor cells at the early phase of pMF-iCCA interaction while its level drops when tumor cells begin to disseminate. Although Vcam1 has been previously shown to promote metastasis [20, 21], our tracking of Vcam1 expression in the early- and late-stage metastatic iCCA allograft tumors suggests that its function is beyond pro- or anti-metastatic. Vcam1 facilitates tumor mass expansion in both liver and lung and restrains tumor cells dissemination. Based on our findings in this study, we speculate that the previously reported association between Vcam1 and cancer metastasis may reflect an increased tumor competitiveness with higher Vcam1 level when tumor grows under a growth-suppressive peritumoral TME, rather than a direct promotion of tumor metastasis by Vcam1. Our data argue against the previous proposals to target VCAM1 as a therapeutic strategy to treat metastatic disease [33]. Our results indicate that highly aggressive tumors could potentially benefit from Vcam1 blocking to disseminate more efficiently. A more detailed understanding of the dynamic involvement of Vcam1 in the complex metastasis cascade is needed before we can adequately assess its therapeutic value in metastatic cancer. We acknowledge that this study focuses entirely on the role of Vcam1 in iCCA tumor cells. Vcam1 activity has been reported in other nonmalignant cell types such as endothelial cells and macrophages also plays a critical role in solid tumor metastasis [20, 21]. This further complicates the roles of Vcam1 to iCCA development which warrants more detailed investigation.

For a highly aggressive tumor type like iCCA, the molecular and cellular networks supporting its progression are likely highly plastic and dependent on changes in both intra- and extra-tumoral microenvironment. Our study suggests that iCCA-MF interaction, or tumor-host interaction in a larger picture, is beyond simple pro- or anti-tumorigenic. We theorize that iCCA metastasis is an ongoing competitive process between the attempt of pMFs to block local growth of the tumor and that of tumor cells to break through the suppression. Future studies are in line to identify specific mechanisms underlying this complex tumor-host crosstalk with a goal to simultaneously address local tumor growth and different steps in metastatic cascades.

## Materials and methods

### Mice

Two-month-old male and female C57BL/6 J (B6) (Strain # 000664, The Jackson Laboratory, Bar Harbor, ME, USA) and *Crl:CD1-Foxn1*^*nu/nu*^ (CD-1 nude) mice (Strain Code 086, Charles River, Wilmington, MA, USA) were used for iCCA orthotopic transplantation and tail vein injection. *B6.129(Cg)-Gt(ROSA)26Sor*^*tm4(ACTB-tdTomato,-EGFP)Luo*^*/J* (Strain # 007676, The Jackson Laboratory, Bar Harbor, ME, USA) mice were used to isolated hepatocytes according to standard protocol. All mice were maintained in the Animal Resource Center at St. Jude Children’s Research Hospital. Animal protocols were approved by the St. Jude Animal Care and Use Committee.

### Reagents for cell labeling and detection

All flow cytometric analyses were performed in three biological replicates using a BD LSRFortessa™ cell analyzer (BD Biosciences) and flow data were analyzed using FlowJo_V10. See Supplementary Material for details. Vcam1 detection: APC anti-mouse CD106 (Vcam1) antibody (Cat. No. 105717, BioLegend, San Diego, CA, USA). Cell proliferation: CellTracker^TM^ Red CMTPX dye (Cat. No. C34552, Invitrogen, Carlsbad, CA, USA).

### Cell culture

PPTR cells were established from *Prom1*^*CreERT2*^*;Pten*^*flx/flx*^*;Tp53*^*flx/flx*^*;Rosa-ZsGreen* (PPTR) liver cancer organoids [13] and adapted to 2D culture.

### Cytokine array assay

Conditioned media (CM) were collected from cell cultures after four days. The levels of secreted cytokines in the CM were measured using Mouse Cytokine Antibody Array C3 (Cat. No. AAM-CYT-3-8, RayBiotech, GA, USA) according to the manufacturer’s instructions.

### Generation of *Vcam1*^*KO*^ PPTR cells via CRISPR/Cas9

*Vcam1*^*KO*^ PPTR cells were generated via a CRISPR/Cas9 approach. The sgRNA sequence 5′- AGACAGCCCACTAAACGCGANGG-3′ is located on the Exon 2 of the mouse *Vcam1* gene.

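The guide was placed on the reference genome GRCm38 with the GENCODE vM21 annotation. *Vcam1* (ENSMUSG00000027962.14) lies on chromosome 3 from 116109949 to 116129688 on the minus strand. In the transcript used here, which has 9 exons, exon 2 spans 116128533 to 116128808, and all of its 276 nt are coding. The guide AGACAGCCCACTAAACGCGA matches the strand of the transcript at 116128665 to 116128684, with the PAM AGG at 116128662 to 116128664. Cas9 cuts 3 bases from the PAM, here between 116128667 and 116128668, after base 205 of the coding sequence and within the codon of residue 69 of 739. In the direction of the transcript, the reference sequence from 60 bases before the guide to 60 bases after the PAM is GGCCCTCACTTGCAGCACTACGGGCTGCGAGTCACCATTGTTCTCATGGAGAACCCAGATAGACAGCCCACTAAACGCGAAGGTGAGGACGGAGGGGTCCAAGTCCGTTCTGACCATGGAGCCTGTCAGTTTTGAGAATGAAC. The target is present in 3 of the 4 listed transcripts of the gene. The counts analysed here are summed per gene and do not show which bases were lost or gained at the site.

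**Figure D3:**
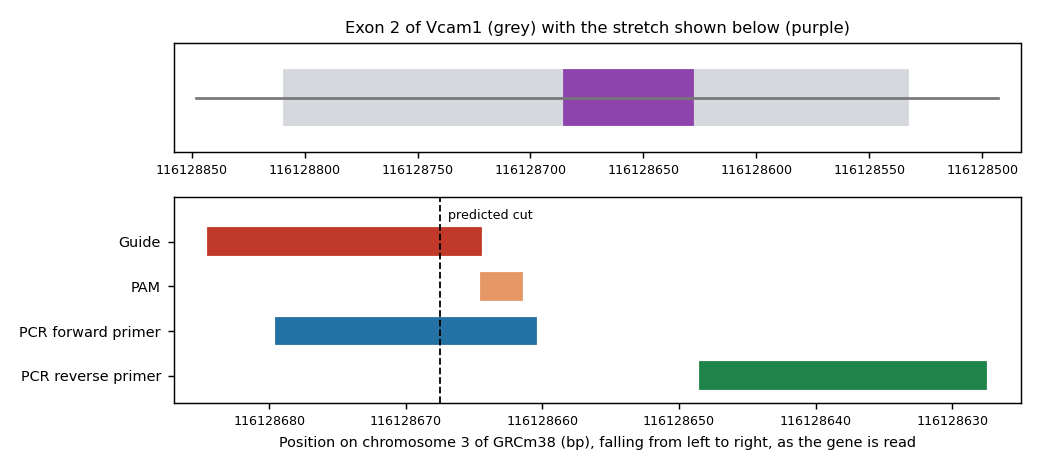
Exon 2 of *Vcam1* on chromosome 3 of GRCm38 (upper panel, position in bp) and the guide, its PAM and the primers of the quantitative PCR within it (lower panel). The dashed line is the predicted cut between 116128667 and 116128668, which lies within the forward primer.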

### Vcam1 neutralization

For in vivo assays, mice were treated three days after TVI transplantation with *InVivo*MAb anti-mouse CD106 (Vcam1) antibody (Vcam1^Ab^) (Cat. No. BE0027, Bioxcell, Lebanon, NH) or rat IgG (Cat. No. Mab006, R&D System, Minneapolis, MN) at 0.25 mg/mice via TVI for 3 weeks, twice a week, five mice/group. For in vitro assays, cultured cells were treated with 10 μM Vcam1^Ab^ or IgG for 4 days.

### Gene regulatory network analysis

A scalable software was used for gene regulatory network reverse-engineering from big data, SJARACNe (v-0.1.0) [22], to reconstruct context-dependent signaling interactomes of Vcam1.

### RNA sequencing and analysis

The mRNA libraries of *Vcam1*^*Ctrl*^ and *Vcam1*^*KO*^ PPTR cells collected from three different passages were constructed using Illumina TrueSeq stranded mRNA library prep kit and paired-end 100-cycle sequencing was performed on Illumina NovaSeq sequencers per the manufacturer’s directions (Illumina).

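Each of the 9 libraries was treated as a separate replicate. No pair of libraries of one condition was a repeat run of the same library. A chi-square test of their counts gave values between 35.8 and 275 per degree of freedom, far above sampling noise. This does not show that they are independent isolates. The libraries of a condition are passages of a single culture or clone. Their SDs and the p values of genes therefore measure the spread between such libraries, not between separately edited or unedited isolates. Within *Vcam1* KO1 cells replicates 1 and 2 were closest (36.0) and replicate 3 stood apart from both (240.3 and 275). The first principal component of log2 CPM held 68.5% of the variance and separated *Vcam1* ctrl from *Vcam1* KO cells, and the second held 20.6% and separated the clones. Which library came from which passage was not used here.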

## Supplementary information

Supplementary information

## Data Availability

The RNAseq datasets generated during this study are available in the NCBI GEO repository (GSE223562). Detailed methods can be found in the Supplementary Material. The authors confirm that the data supporting the findings of this study are available within the article and its supplementary materials, or available from the corresponding author on reasonable request.

# Supplementary material for: Spatiotemporal regulation of cholangiocarcinoma growth and dissemination by peritumoral myofibroblasts in a Vcam1-dependent manner
**Source:** Oncogene. 2023 Feb 24;42(15):1196–208. doi: 10.1038/s41388-023-02639-0
**Supplement:** Supplementary file 1 — Supplementary information

## SUPPLEMENTAL MATERIALS

### Mice

Two-month-old male and female C57BL/6J (B6) (Strain # 000664, The Jackson Laboratory, Bar Harbor, ME, USA) and *Crl:CD1-Foxn1<sup>nu/nu</sup>* (CD-1 nude) mice (Strain Code 086, Charles River, Wilmington, MA, USA) were used for iCCA orthotopic transplantation and tail vein injection. For iCCA orthotopic transplantation, PPTR tumor cells were surgically injected into the mouse liver at  $1 \times 10^5$ /mouse in 4  $\mu$ l cold growth factor-reduced matrigel (Cat. No. 354230, Corning Inc, Corning, NY). For tail vein injection (TVI) lung metastasis model, tumor cells were injected at  $1 \times 10^6$ /mouse to CD-1 nude mice in 100  $\mu$ l PBS via TVI. *B6.129(Cg)-Gt(ROSA)26Sor<sup>tm4(ACTB-tdTomato,-EGFP)Luo/J</sup>* (Strain No. 007676, The Jackson Laboratory, Bar Harbor, ME, USA) mice were used to isolated hepatocytes according to standard protocol. Equal numbers of males and females were randomly selected and included in each in vivo assays. All mice were maintained in the Animal Resource Center at St. Jude Children's Research Hospital (St. Jude). Animal protocols were approved by the St. Jude Animal Care and Use Committee.

### Cell Culture

#### 1. PPTR tumor cell culture

PPTR cells were established from *Prom1<sup>CreERT2</sup>*; *Pten<sup>flx/flx</sup>*; *Tp53<sup>flx/flx</sup>*; *Rosa-ZsGreen* (PPTR) liver cancer organoids [1] and adapted to 2D culture in DMEM (Cat. No. 15-013-CV, Corning Inc, ) supplemented with 10% fetal bovine serum (FBS) (Cat. No. 10082147, Gibco, Waltham, MA) and antibiotics. Primary mouse HSCs were purchased (Cat. No. M5300-57, ScienCell Research Laboratories, San Diego, CA, USA) and cultured according to the manufacturer's instruction. All iCCA-liver coculture was maintained in a 1:1 mixture of in Stellate Cell Medium (Cat. No. 5301, ScienCell) and the DMEM-based tumor culture medium (Corning). AggreWell 400 culture plates (Cat. No. #34415, STEMCELL, Cambridge, MA) were used to generate tumor spheroids. Two-chamber culture insert and  $\mu$ -slide 8-well Grid-500 culture slides (Cat. No. 501149022, ibidi, Gräfelfing, Germany) were used in 2D coculture. All coculture-related assays were performed in at least three biological replicates.

#### 2. Primary liver cell isolation

Liver cells were isolated from two-month-old *mTmG* mouse liver using the standard two-step collagenase perfusion method [2, 3]. Briefly, mice were anesthetized with isoflurane, the liver was perfused with 30 ml of prewarmed EGTA solution (0.5 mM) through the inferior vena cava for 10 min, and then perfused with 30 ml of prewarmed protease solution (14 mg/mouse; Cat. No. P5147-5G, MilliporeSigma, Burlington, MA) followed by 30 ml of collagenase solution (3.7 U/mouse; Cat. No. 11088882001, Roche, Basel, Switzerland) for 10 min each. The liver was then removed and transferred to a sterile Petri dish and gently minced with forceps. The liver was further digested with the protease/collagenase solution with 1% DNase I (Cat. No. 10104159001, Roche) for 25 min at 40 °C. Cells were filtered by a 70- $\mu$ m filter and centrifugated at  $50 \times g$  for 3 min to pellet HCs. HCs were then washed twice in cold Advanced DMEM/F12 (Cat. No. 12634028, Thermo Fisher Scientific, Waltham, MA, USA) and subjected to culture.

#### 3. Hepatocyte 2D culture

Freshly isolated HCs were subjected to 3D organoids culture as previously reported for three passages.[1] HC organoids were then dissociated and transferred to 60mm culture dishes precoated with 1% GFR matrigel (Corning) and culture in 2D condition using the same organoid culture medium.

#### 4. Mouse hepatic stellate cell culture

Primary mouse HSCs were purchased (Cat. No. M5300-57, ScienCell Research Laboratories, San Diego, CA, USA) and cultured in Stellate Cell Medium (Cat. No. 5301, ScienCell) supplemented

with 1% stellate cell growth supplement (Cat. No. 5352, ScienCell), 2% FBS (Gibco), and 1% Penicillin/Streptomycin (Cat. No. TMS-AB2-C, MilliporeSigma) Solution.

## 5. Spheroid culture

AggreWell 400 (AW400) culture plates (STEMCELL) were used to generate tumor spheroids. Spheroid<sup>T</sup> was generated using 200 tumor cells/microwell and Spheroid<sup>T+iMF</sup> was generated using 100 tumor cells+100 MFs/microwell, allowed to aggregate for 48 hours and then transferred to 2.5D cultures. DMEM (Corning) supplemented with 10% fetal bovine serum (FBS) (Gibco) and antibiotics was used to culture tumor spheroids. The cholangiocyte organoid culture medium was prepared by supplementing advanced DMEM/F12 (Thermo Fisher) with 50% conditioned medium from L-WRN cells (Cat. No. CRL-3276<sup>TM</sup>, ATCC, Manassas, VA), 10 mM HEPES (Cat. No. H3375-25G, MilliporeSigma), 1% GlutaMax (Cat. No. 35050061, Thermo Fisher Scientific), 1% Penicillin-Streptomycin (MilliporeSigma), 2% B27 (Cat. No. 17504001, Thermo Fisher Scientific), 1% N2 (Cat. No. 17502001, Thermo Fisher Scientific), 3  $\mu$ M CHIR 99021 (Cat. No. 4423, Bio-Techne Corporation, Minneapolis, MN), 1.25 mM N-acetylcysteine (Cat. No. A0737, MilliporeSigma), 10 mM Nicotinamide (Cat. No. N0636, MilliporeSigma), 10 nM recombinant gastrin (Cat. No. SCP0152, MilliporeSigma), 50 ng/ml EGF (Cat. No. 500-P45, Peprotech, Cranbury, NJ), 50 ng/ml FGF7 (Cat. No. 100-19, Peprotech), 50 ng/ml FGF10 (Cat. No. 100-26, Peprotech), 25 ng/ml HGF (Cat. No. 100-39, Peprotech), 1  $\mu$ M A83-01 (Cat. No. 2939, Bio-Techne Corporation), 10  $\mu$ M Rho Inhibitor  $\gamma$ -27632 (Cat. No. 72308, STEMCELL), and 1% growth factor-reduced matrigel (Corning).

## 6. iCCA-liver cocultures

All iCCA-liver coculture was maintained in a 1:1 mixture of in Stellate Cell Medium (Cat. No. 5301, ScienCell) and the DMEM-based (Corning) tumor culture medium.

- (1) **Tumor-HC-MF 2.5D coculture (Figure 2C and Figure 3A):** Freshly isolated *mTmG* HCs were mixed with primary mouse MFs at a ratio of HC:MF = 10:0 (HC-only), 8:2, 5:5, 2:8, or 0:10 (MF-only), seeded in 96-well flat-bottom microplates precoated with 1% GFR matrigel at  $2 \times 10^4$  total cells/well, and cultured in a 1:1 mixture of tumor culture medium and Stellate Cell Medium for 24 hr. PPTR tumor spheroids were generated as in (3) above and added at 2-5 spheroids/well. The cocultures were maintained up to 42 days and the medium was refreshed every 3-4 days. The ZsG fluorescence images were capture for the first four days, the diameters of three spheroids from three biological replicates were in each condition measured in Image J and plotted in GraphPad Prism 7.
- (2) **Tumor-MF 2.5D coculture (Figure 6E):** MFs were seeded at  $2 \times 10^4$  cells/well in the 96-well microplates and tumor spheroids were seeded on top after 24 hours. The same culture medium as in (1) was used.
- (3) **Tumor-HC-MF 2D coculture (Figure 3C):** Two-chamber culture insert was placed in the  $\mu$ -slide 8-well Grid-500 culture slides (ibidi) and the culture surface was precoated with 1% GFR matrigel (Corning) at 37°C for 24 hr. PPTR tumor cells, MFs and 2D-cultured TdT<sup>+</sup> HCs were seeded in various combinations as indicated in Figure 4C. The total number of cells in each chamber was kept at  $4.25 \times 10^4$  cells and the mixing ration of T:MF or HC:MF was 4:1. MFs were labeled with CellTracker<sup>TM</sup> Red CMTPX (Cat. No. C34552, Invitrogen, Carlsbad, CA) in the conditions TdT<sup>+</sup> HCs were not used. The cocultures were maintained for 14 days and the culture medium was refreshed every 3-4 days.

## **iCCA Transplantation Models**

Based on in vitro data, we expected to detect a large standardized effect size. We relaxed the type I error rate to 15% with 80% power and an expected effect size of 0.9. For the three types of in vivo tests, a total of 12 mice were needed, i.e., 4 mice for each subgroup.

### **1. iCCA orthotopic transplantation model**

PPTR tumor cells were surgically injected into the liver of two-month-old male and female CD-1 nude mice or B6 mice. Briefly, a midline longitudinal abdominal incision was made to expose liver left lobe and tumor cells were injected at  $1 \times 10^5$ /mouse in 4  $\mu$ l cold growth factor-reduced (GFR) matrigel (Corning) using a Hamilton syringe and needle (Model No. 7105, Hamilton Company, Bonaduz, Switzerland). Survival curves and median survival of the orthotopic allograft models were determined by the Kaplan–Meier method in GraphPad Prism 7.

### **2. iCCA tail vein injection (TVI) lung metastasis model**

PPTR tumor cells were injected into two-month-old male and female CD-1 nude mice at  $1 \times 10^6$ /mouse in 100  $\mu$ l PBS via TVI. The lung was examined three weeks post injection.

## **CellTracker™ Cell Proliferation Assay**

PPTR cells were labeled by 5  $\mu$ M CellTracker™ Red CMTPX dye (Invitrogen) in Advanced DMEM/F12 (Thermo Fisher) without FBS for 1 hour, then washed with Advanced DMEM/F12 (Thermo Fisher). 200 tumor cells/microwell and 100 PPTR + 100 MF cells/microwell in AW400 plates to aggregate to the spheroids. The culture medium was a mixture of 50% cholangiocyte organoid culture medium and 50% Stellate Cell Medium (Cat. No. 5301, ScienCell). HCs and MFs at a ratio of HC-only, 5:5, MF-only, and blank cultured in 96-well flat-bottom microplates. The culture medium was a 1:1 mixture of in Stellate Cell Medium and the DMEM-based tumor culture medium. After 2 days, transferred around 2-3 spheroids/well into the 96-well plates. After 4 days culture, the cells have been collected and washed with 1x DPBS (Cat. No. 21-031-CV, Corning). Cells were resuspended with 100  $\mu$ l 2% FBS (Gibco) in DPBS (Corning) solution and read the RFP using flow cytometry.

## **Cytokine array assay**

Conditioned media (CM) were collected from cell cultures after four days. The levels of secreted cytokines in the CM were measured using Mouse Cytokine Antibody Array 3 (Cat. No. AAM-CYT-3-8, RayBiotech, GA) according to the manufacturer's instructions. Briefly, 1 ml of undiluted CM were incubated with the Mouse Cytokine Antibody Array C3 membranes overnight at 4°C. After washing, the membranes were incubated with the Biotinylated Antibody Cocktail and subsequently with HRP-Streptavidin, 2 hours at room temperature for each. After washing, the cytokine signals were visualized via the LI-COR chemiluminescence imaging system. The signals were quantified using Image Studio Lite Ver5.2 (LI-COR) and normalized to the positive controls on the membrane.

## **Quantitative RT-PCR**

The total RNA in cell pellets were extracted using RNeasy® Mini Kit (Qiagen, Hilden, Germany). SuperScript® III First-Strand Synthesis SuperMix for qRT-PCR (Invitrogen) was used for cDNA synthesis from 500 ng total RNA. FastStart Universal SYBR® Green Master (ROX) (Roche) was used to perform the quantitative PCR assay. The results were analyzed using  $2^{-\Delta\Delta C_t}$  method, with ATCB ( $\beta$ -actin) as the internal reference gene. Quantitative RT-PCR was performed using three batches of independent cell cultures and the result was plotted using GraphPad Prism. The PCR primers were as follows: Vcam1: GCCCACTAAACGCGAAGGT (Forward), ATGGTCAGAACGGACTTGGAC (Reverse);  $\beta$ -actin: GTTGTGACGACCAGCG (Forward), GCACAGAGCCTCGCCTT (Reverse).

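Both *Vcam1* primers match exon 2 of the gene in GRCm38. The forward primer lies on chromosome 3 at 116128661 to 116128679 and the reverse primer at 116128628 to 116128648, for a product of 52 nt from the reference sequence. The forward primer shares 15 bases with the Cas9 guide, and the predicted cut falls within it, with 12 of its 19 bases before the cut and 7 after.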

## **Cell Migration Assay**

Cell migration capacity was measured using polycarbonate membrane inserts (Cat. No. CBA-100-COL, Cell BioLabs, San Diego, CA) in 24-well plates. In brief, PPTR cells were seeded in 60mm dish and treated with 5  $\mu$ M Vcam1<sup>Ab</sup> (Cat. No. #BE0027, Biorad, Lebanon, NH) or IgG (Cat. No. Mab006, R&D System, Minneapolis, MN) for 4 days. PPTR cell suspension was then added to the upper chamber ( $3 \times 10^4$  cells in 300  $\mu$ l blank medium with 5  $\mu$ M of Vcam1 antibody or IgG, respectively), and 500  $\mu$ l of media with 10% FBS (Gibco) was added to the lower chamber. After incubation at 37 °C under 5% CO<sub>2</sub> for 24 h, the cells on the upper surface were wiped with cotton swabs, while the cells that migrated through the filter pores were stained with cell stain solution for 10 min. The stained cells were observed and photographed under an inverted microscope. Cell area was measured in five randomly selected fields using Image J and plotted in GraphPad Prism 7.

### Immunohistochemistry and immunofluorescence

Paraffin sections (4  $\mu$ m) of liver spheroids and tissues were prepared by HistoWiz Inc. (Brooklyn, NY, USA) and analyzed by direct fluorescence microscopy, H&E staining, and IHC. Primary HSCs cultured on glass chamber were subject to standard immunofluorescence. Antibodies used included anti-Ki67 (Cat. No. ab16667, Abcam, Cambridge, MA, 1:200); anti- $\alpha$ SMA (Cat. No. ab124964, Abcam, 1:1000); anti-Vcam1 (Cat. No. ab134047, Abcam, 1:1000); and anti-E-Cadherin (Cat. No. ab231303, Abcam, 1:1000).

### Microscopy, Image-based Quantification and Statistical Analysis

All cocultures were monitored daily by using an ECLIPSE Ts2R fluorescence microscope (Nikon, Minato City, Tokyo, Japan) and Lionheart FX Automated Microscope (Winooski, VT, USA). The ZsG+ tumor cell area was measured by Image J and plotted in GraphPad Prism 7. Two-tailed student t test was performed in GraphPad Prism 7 to compare two independent pairs of groups. Two-way ANOVA was performed when two or more groups were compared. P value  $\leq 0.05$  was considered statistically significant. All the quantifications below were performed on three biological replicates in each group.

- 1. Area of iMF vs. pMF in patient and mouse iCCA:** three regions with the heaviest iMF or pMF accumulation were selected from the patient and mouse iCCA tumors and the area occupied by  $\alpha$ SMA staining signal was measured in Image J and plotted in GraphPad Prism 7. Student *t* test was performed for comparison.
- 2. Tumor cell proliferation in vivo:** PPTR cells in the orthotopic tumors retained their direct ZsG fluorescence after formalin fixation and paraffin embedding. To quantify Ki67<sup>+</sup> tumor cells, tumor sections were deparaffinization and scanned for ZsG fluorescence prior to Ki67 IHC. After the completion of IHC, 200 $\times$  images were captured from three independent tumor areas for each group. The number of nuclei of ZsG<sup>+</sup>/Ki67<sup>+</sup> cells were manually counted and plotted in GraphPad Prism 7. Student *t* test was performed for comparison.
- 3. Tumor spheroid expansion:** The ZsG fluorescence images were capture for the first four days from each condition and the long and short diameters of three spheroids from each condition were measured in Image J and plotted in GraphPad Prism 7. Two-way ANOVA was performed for comparison.
- 4. Tumor cell invasion in 2.5D coculture:** tumor cell invasive processes were measured in length using Image J and plotted in GraphPad Prism 7. Two-way ANOVA was performed for comparison.
- 5. Tumor cell expansion in the two-chamber coculture:** ZsG/bright-field images of the cocultures from Day 0 and 14 were aligned in Photoshop using the 500- $\mu$ m engraved grid on the culture slides. The movement distance of the tumor border was measured from three independent sets of experiments in Image J and plotted in GraphPad Prism 7. Student *t* test was performed for comparison.

6. **Lung metastasis area measurement:** Whole lung ZsG fluorescence images were captured by AxioScan Z.1 Whole Slide Scanner (Zeiss, Oberkochen, Germany). The number of lung metastases and the area of individual metastasis were measured in Image J and plotted in GraphPad Prism 7. Student *t* test was performed for comparison. Five lungs each from the IgG vs. Vcam1<sup>Ab</sup> group or Vcam1<sup>Ctrl</sup> vs. Vcam1<sup>KO</sup> were compared.
7. **Cell migration:** Cell area was measured in five randomly selected fields using Image J and plotted in GraphPad Prism 7. Student *t* test was performed for comparison.

### Total mRNA sequencing and analysis

Total RNA library of the *Vcam1*<sup>Ctrl</sup> and *Vcam1*<sup>KO</sup> PPTR cells was constructed using Illumina TrueSeq stranded mRNA library prep kit and paired-end 100-cycle sequencing was performed on Illumina NovaSeq sequencers per the manufacturer's directions (Illumina, San Diego, CA). Reads were then counted by pseudoalignment method kallisto (v0.46.1, parameters "quant --rf-stranded --plaintext ---bias") based on mouse genome mm10 (Gencode GRCm38 vM24) transcripts annotations [4]. 

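Pseudoalignment assigns a read pair to the transcripts it is compatible with and splits pairs shared by several transcripts by estimated shares, so that genes with near-identical copies, such as ribosomal protein genes and their processed pseudogenes, have uncertain counts. The table pairs counts with gene symbols only. Of its 55276 symbols, 53589 had a single position in GENCODE vM21, with 310 symbols matched through a RefSeq synonym.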

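The smallest library was replicate 2 of *Vcam1* ctrl cells and the largest replicate 1 of the same cells. Counts were found for between 23674 and 26763 genes per library, and the 10 most abundant genes took between 4.97% and 6.98% of the counts. A count of 3, taken as the limit of detection, was worth between 0.0239 and 0.0554 CPM.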

All samples achieved > 50 million fragments and > 90% mapping rate. After trimmed mean of M-values normalization (edgeR v3.34.0) [5], Voom (limma v3.48.3) [6] was used to identify differential expressed genes. 

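On the deposited counts, limma-voom after TMM (limma 3.58.1 and edgeR 4.0.16 here) called 7777 genes in *Vcam1* KO against *Vcam1* ctrl cells, 10703 in *Vcam1* KO1 cells, 9182 in *Vcam1* KO2 cells and 6688 between the clones, each near the count from edgeR's quasi-likelihood test.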

Enrichr server were used for pathway enrichment analysis [7]. 

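Ranking by log2 fold change gives much weight to genes with few counts in a group, whose fitted fold changes depend on the prior count. With genes ranked by the signed square root of the quasi-likelihood F, the scores were -2.58 for the ribosomal protein list and -2.68 for the epithelial list in *Vcam1* KO against *Vcam1* ctrl cells.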

GSEA(v4.0.3) [8] Prerank mode were ran with MSigDB(v7.4) [9] against the gene rank by log2 fold change.

### Gene regulatory network analysis

A scalable software was used for gene regulatory network reverse-engineering from big data, SJARACNe (v-0.1.0) [10], to reconstruct context-dependent signaling interactomes of Vcam1. The adaptive partitioning algorithm was used for mutual information estimation. The upstream first neighbors of Vcam1 were extracted and considered as the regulators in each context. A hypergeometric distribution method was applied for the gene set enrichment analysis using the "funcEnrich.Fisher" function from the R package NetBID (v-2.0.2) [11]. Only the HALLMARK and KEGG gene sets from the MSigDB database (v-6.1) [8] were used. The *P* values of the gene set enrichment analysis of both PPTR and TCGA datasets were combined using the Stouffer method embedded in the "combinePvalVector" function from NetBID. The visualization was completed by ggplot2 (v-3.3.4, Wickham H (2016). ggplot2: Elegant Graphics for Data Analysis. Springer-Verlag New York. ISBN 978-3-319-24277-4, <https://ggplot2.tidyverse.org>).

## References

- 1 Li L, Qian M, Chen IH, Finkelstein D, Onar-Thomas A, Johnson M *et al.* Acquisition of Cholangiocarcinoma Traits during Advanced Hepatocellular Carcinoma Development in Mice. *Am J Pathol* 2018; 188: 656-671.
- 2 Berry MN, Friend DS. High-yield preparation of isolated rat liver parenchymal cells: a biochemical and fine structural study. *J Cell Biol* 1969; 43: 506-520.
- 3 Li WC, Ralphs KL, Tosh D. Isolation and culture of adult mouse hepatocytes. *Methods Mol Biol* 2010; 633: 185-196.
- 4 Harrow J, Frankish A, Gonzalez JM, Tapanari E, Diekhans M, Kokocinski F *et al.* GENCODE: the reference human genome annotation for The ENCODE Project. *Genome Res* 2012; 22: 1760-1774.
- 5 Robinson MD, McCarthy DJ, Smyth GK. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics* 2010; 26: 139-140.
- 6 Law CW, Chen Y, Shi W, Smyth GK. voom: Precision weights unlock linear model analysis tools for RNA-seq read counts. *Genome Biol* 2014; 15: R29.
- 7 Kuleshov MV, Jones MR, Rouillard AD, Fernandez NF, Duan Q, Wang Z *et al.* Enrichr: a comprehensive gene set enrichment analysis web server 2016 update. *Nucleic Acids Res* 2016; 44: W90-97.
- 8 Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA *et al.* Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proc Natl Acad Sci U S A* 2005; 102: 15545-15550.
- 9 Liberzon A, Birger C, Thorvaldsdottir H, Ghandi M, Mesirov JP, Tamayo P. The Molecular Signatures Database (MSigDB) hallmark gene set collection. *Cell Syst* 2015; 1: 417-425.
- 10 Khatamian A, Paull EO, Califano A, Yu J. SJARACNe: a scalable software tool for gene network reverse engineering from big data. *Bioinformatics* 2019; 35: 2165-2166.
- 11 Du X, Wen J, Wang Y, Karmaus PWF, Khatamian A, Tan H *et al.* Hippo/Mst signalling couples metabolic state and immune function of CD8alpha(+) dendritic cells. *Nature* 2018; 558: 141-145.

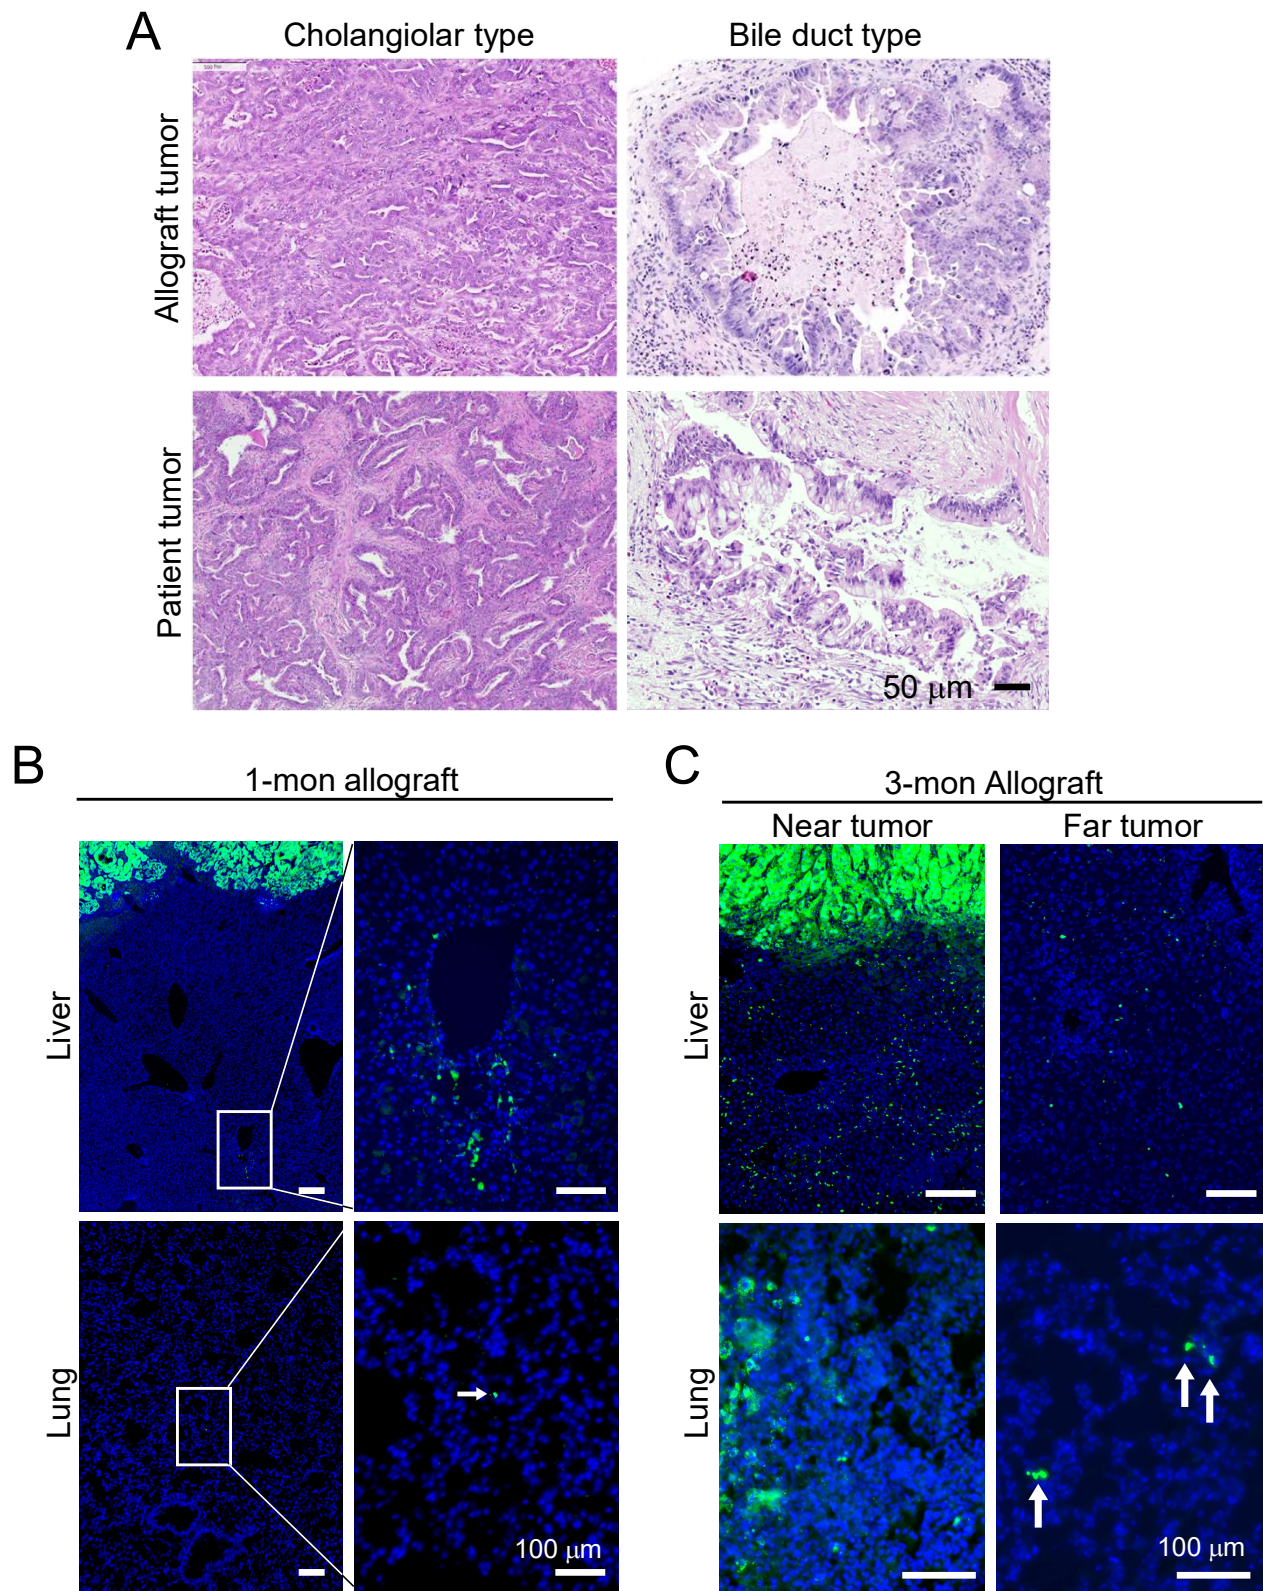

**Supplementary Figure 1. Generation of a metastatic iCCA orthotopic allograft model.**

(A) H&E images of the allograft and patient iCCA tumors showing the two types of characteristic histology. All images share the same 50  $\mu$ m scale bar. (B, C) Dissemination of the ZsG<sup>+</sup> tumor cells in the liver and lung of the 1-month (B) and 3-month (C) iCCA allograft tumors. Arrows: DTCs in the lung. All scale bars are 100  $\mu$ m.

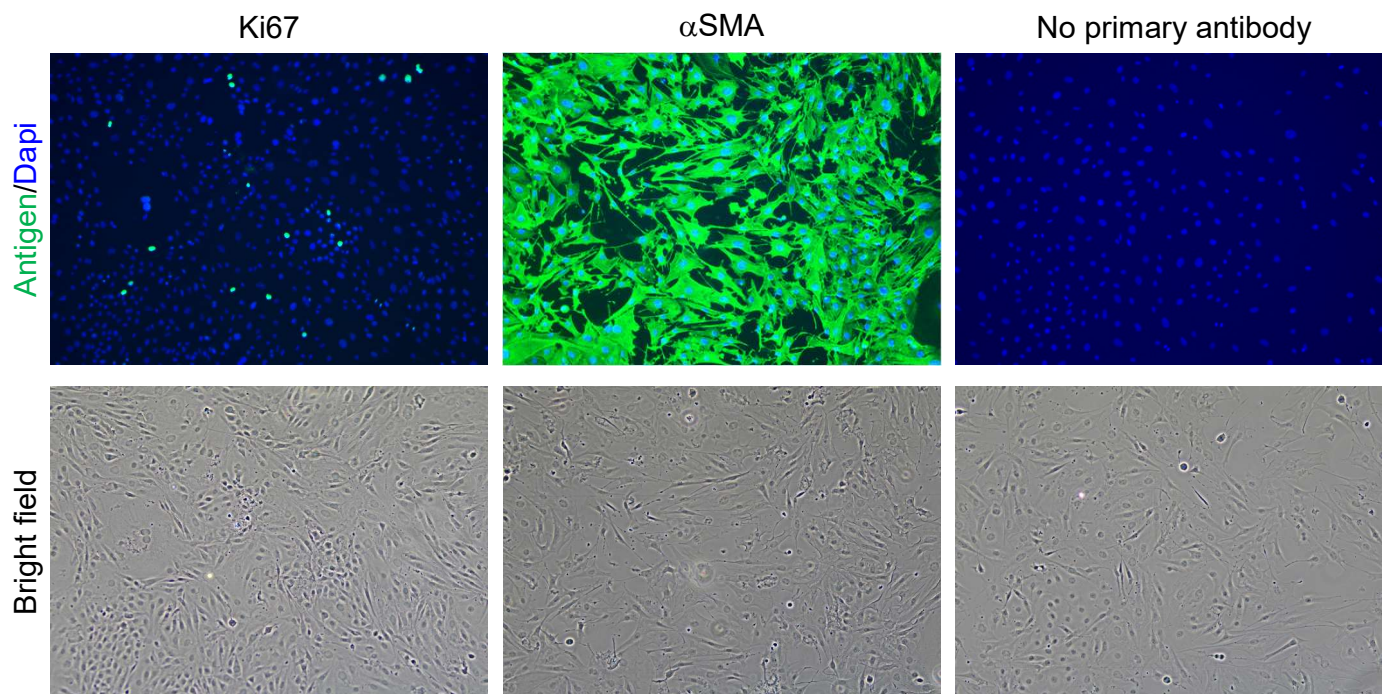

**Supplementary Figure 2. Activation of mouse primary HSCs in 2D culture.**

Ki67 and  $\alpha$ SMA immunofluorescence staining of the mouse primary HSCs after three passages on 2D plastic plates, showing their active proliferation and strong expression of the MF marker  $\alpha$ SMA.

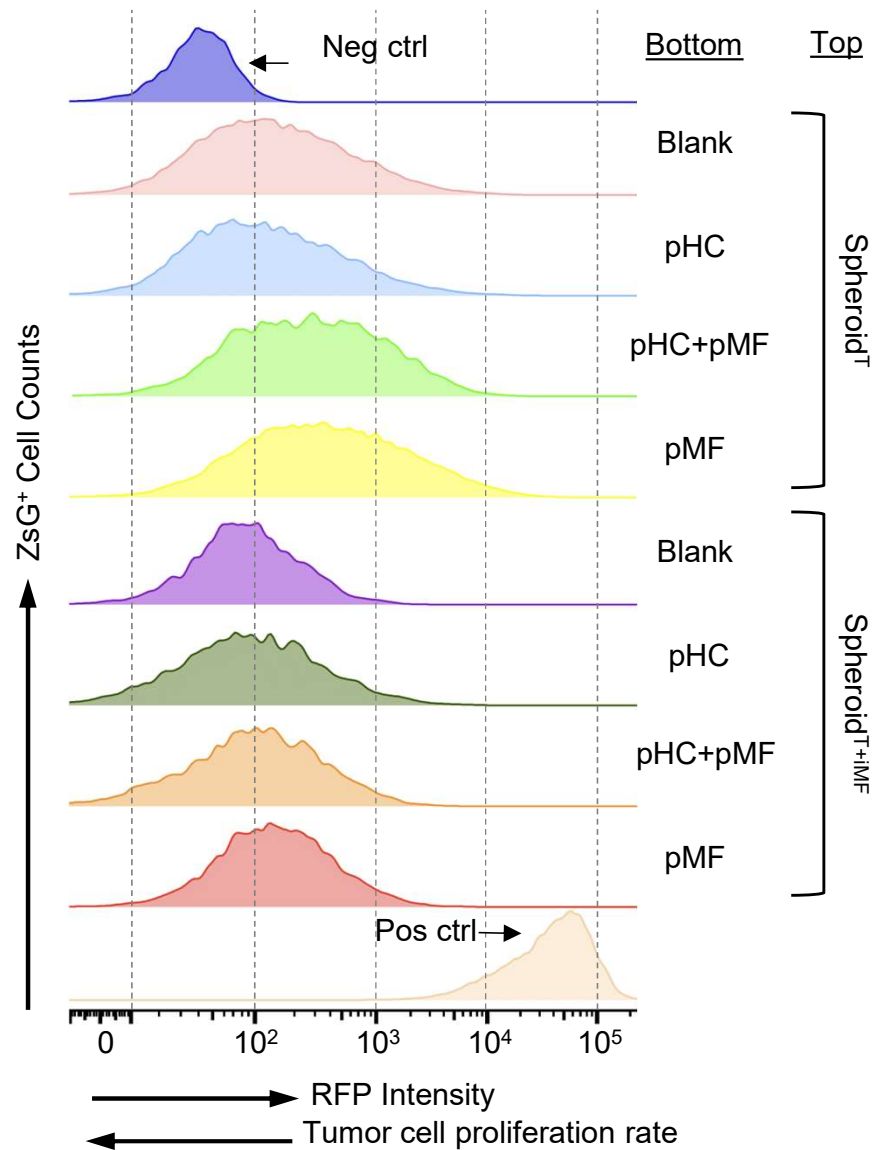

**Supplementary Figure 3. Peritumoral MFs suppress, and intratumoral MFs promote, iCCA growth in vitro.**

RFP intensity histogram of the tumor cells in the indicated coculture conditions in Figure 2C. Higher RFP intensity indicates slower cell proliferation.

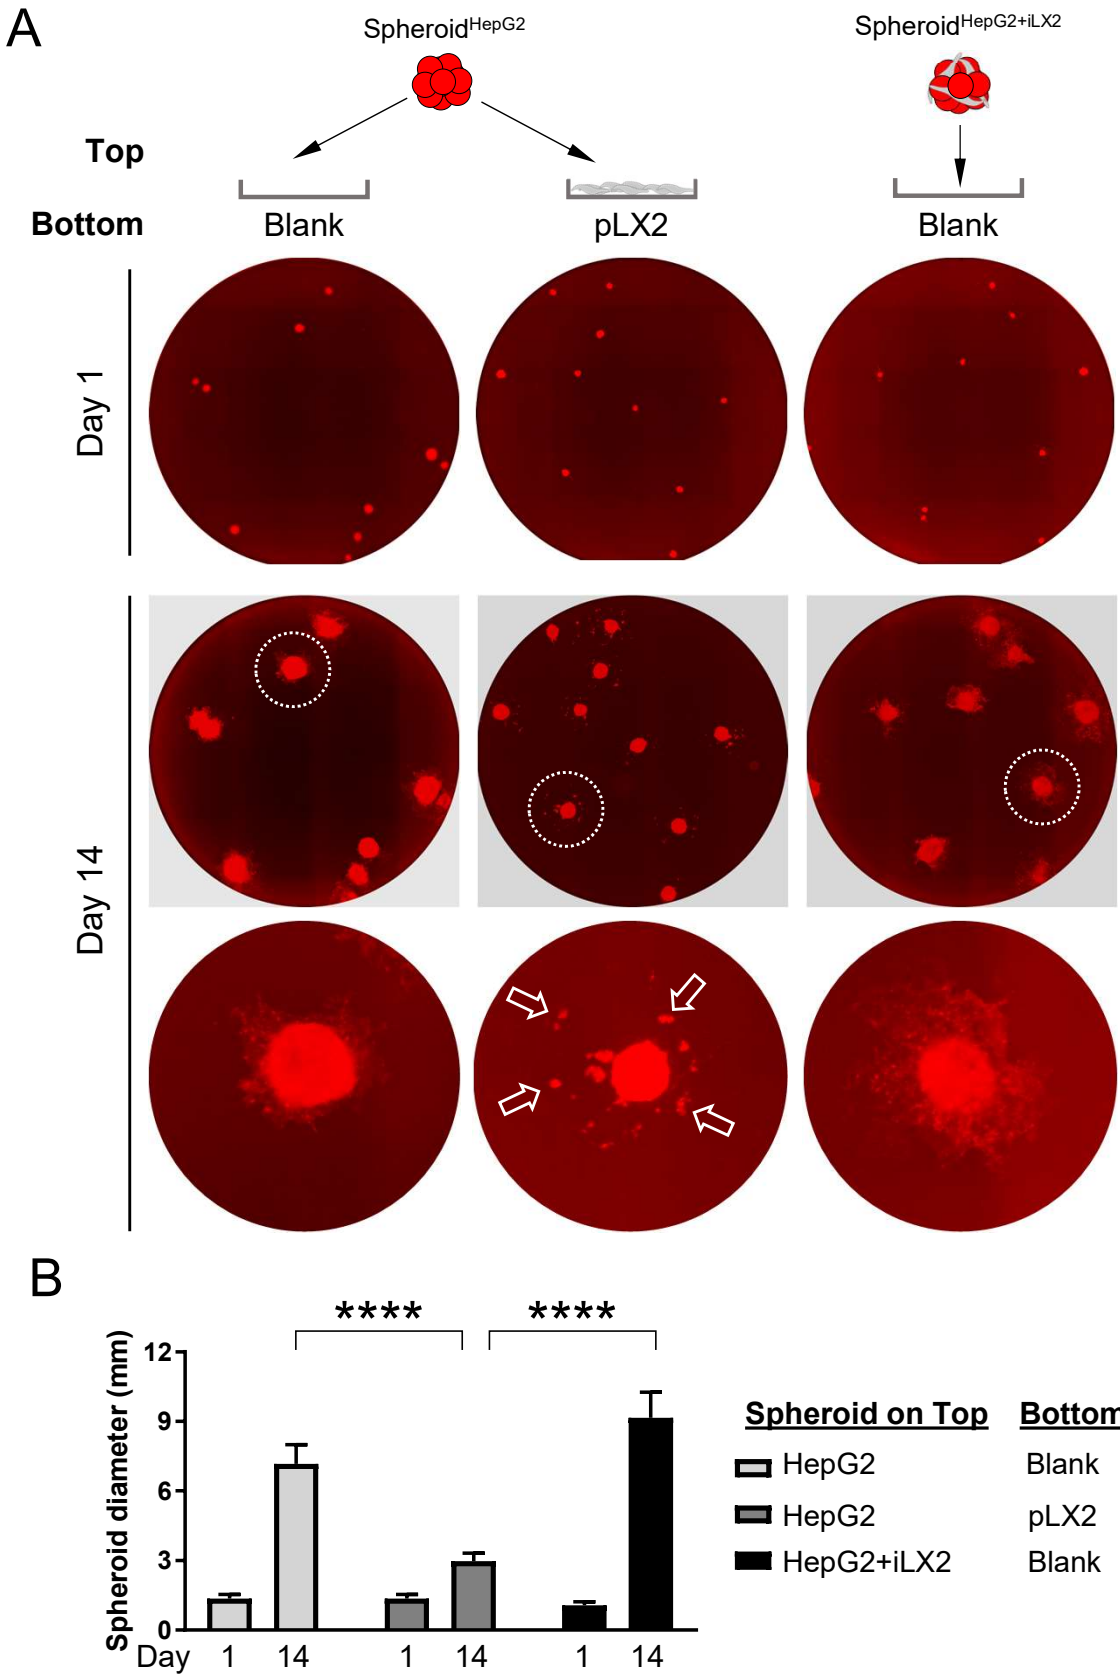

**Supplementary Figure 4. The impact of pMF and iMF on HepG2 cells in 2.5D coculture.** (A) Day 1 and Day 14 RFP image of HepG2 cells cocultured with a human HSC cell line LX2 seeded according to the diagram illustrated on the top. Arrows: disseminated HepG2 cells. (B) Quantification of the diameter of the spheroids in the indicated culture on Day 1 and Day 14. Multiple  $t$  test,  $P$  value \*\*\*\*  $< 0.0001$ .

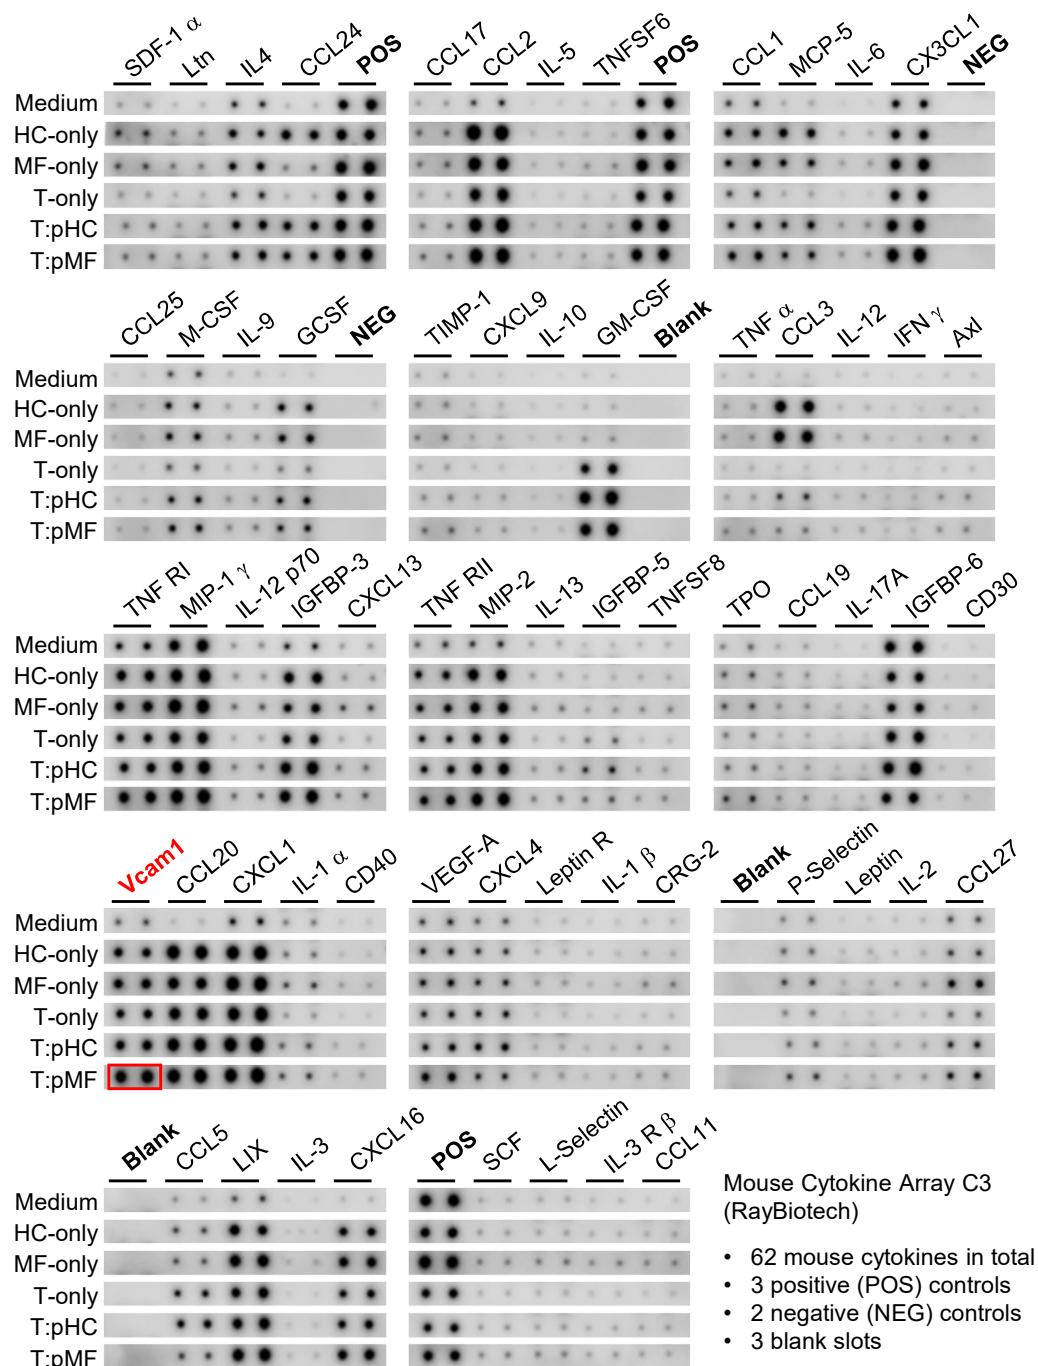

**Supplementary Figure 5. Mouse cytokine array assay identified Vcam1 upregulation in tumor-pMF coculture.**

Individual rows of the cytokine array membranes shown in **Figure 6A** were cropped and aligned for a better visual comparison of the cytokine levels between the five indicated culture conditions. Red boxes: Vcam1 was the only cytokine that showed evident and specific increase specifically in T:pMF coculture.

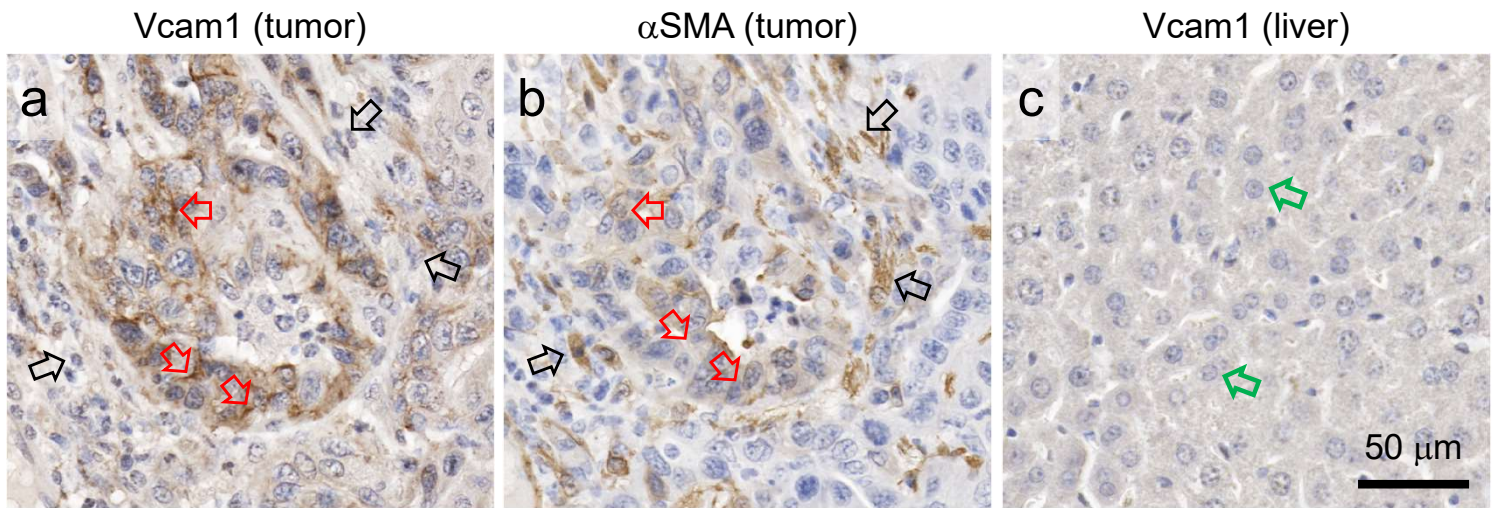

**Supplementary Figure 6. Vcam1 is expressed by tumor cells not MFs.**

IHC staining of **(a)** Vcam1 in the tumor area, **(b)** αSMA in the tumor area, and **(c)** Vcam1 in the non-tumor area with predominantly HCs. Red arrows: cell membrane between tumor cells; black arrows: MFs; green arrows: HCs.

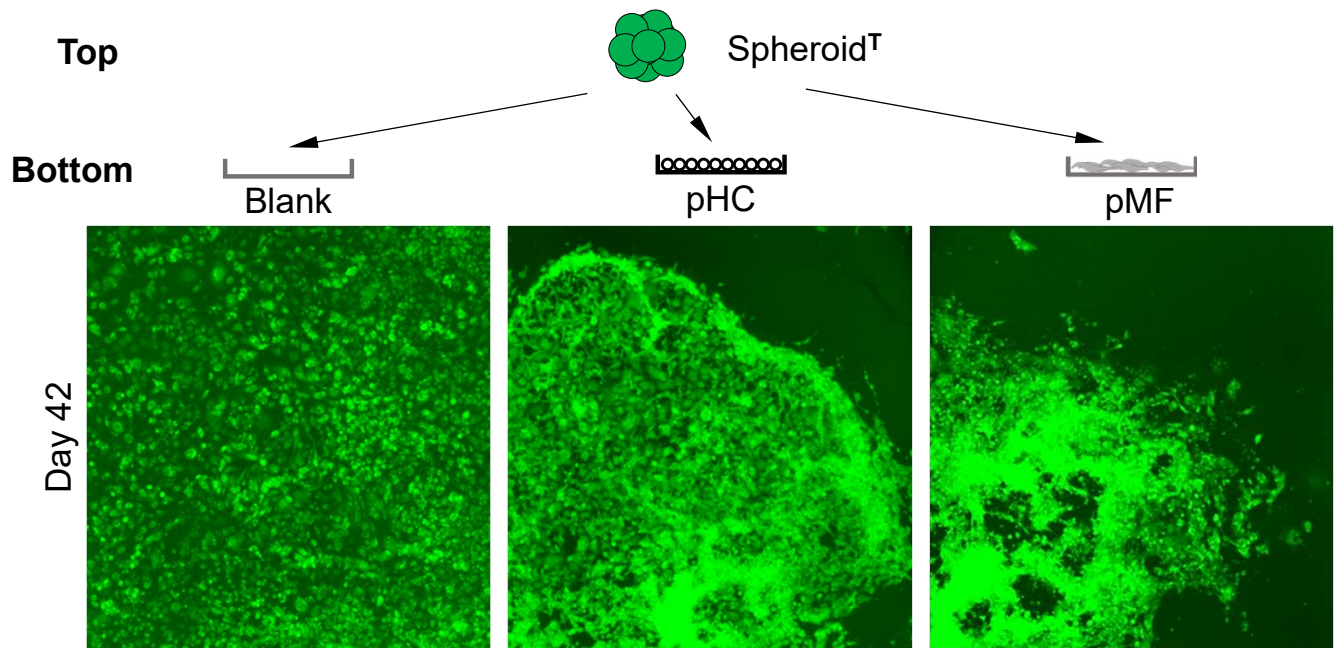

**Supplementary Figure 7. Long-term PPTR 2.5D culture.**

Day 42 ZsG fluorescence images of the PPTR Spheroid<sup>T</sup> cultured without a bottom layer (blank), on top of pHCs, or on top of pMFs.

CAGE1451.Vcam1.g6

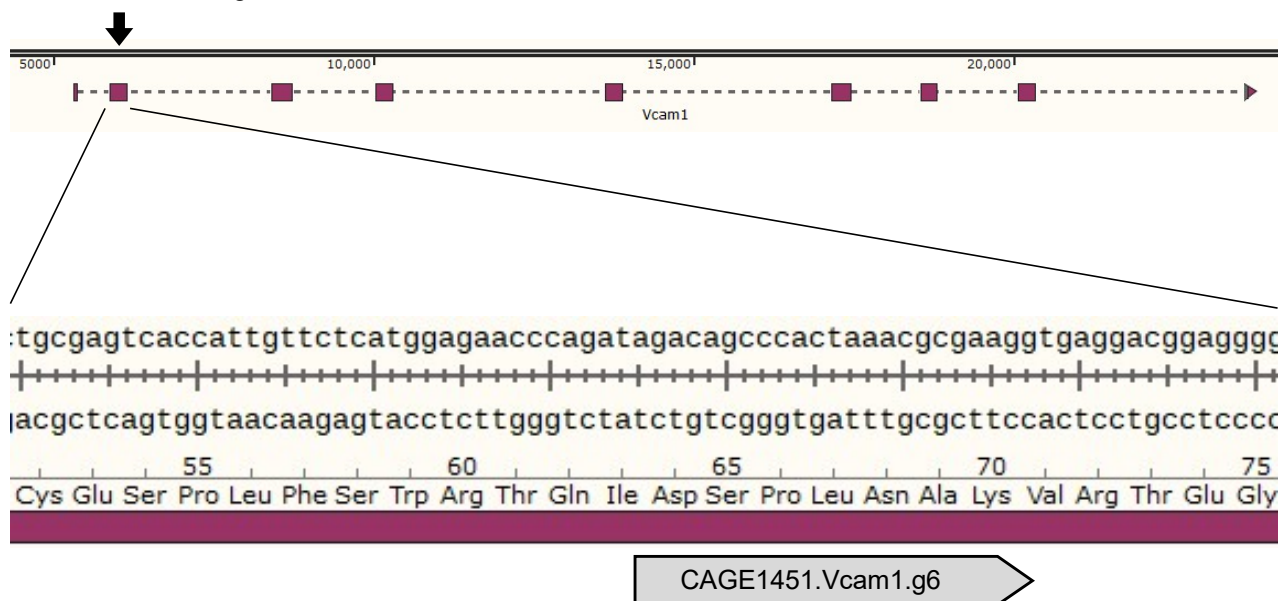

**Supplementary Figure 8. CRISPR/Cas9 knockout targeting of mouse *Vcam1* gene.**

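Among all annotated transcripts of GENCODE vM21, the guide with an NGG PAM had 1 gene without a mismatch, *Vcam1*, 0 genes at 1 or 2 mismatches, and 1 other gene, *Gm44185*, at 3 mismatches. Sites outside annotated transcripts were not searched here.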

Guide RNA CAGE1451.Vcam1.g6 was used to target mouse *Vcam1* gene.

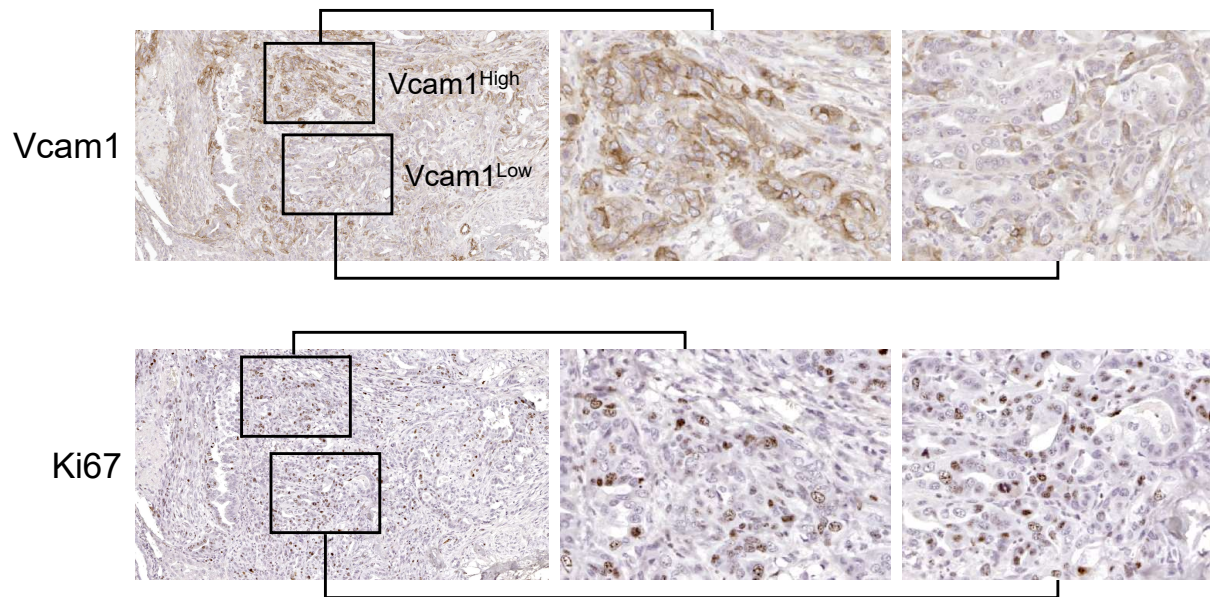

**Supplementary Figure 9. Vcam1 is not associated with PPTR tumor cell proliferation in vivo.**

Vcam1 and Ki67 IHC on serial sections of a 3-month iCCA allograft tumor. No association was found between Vcam1 expression and Ki67 positivity.

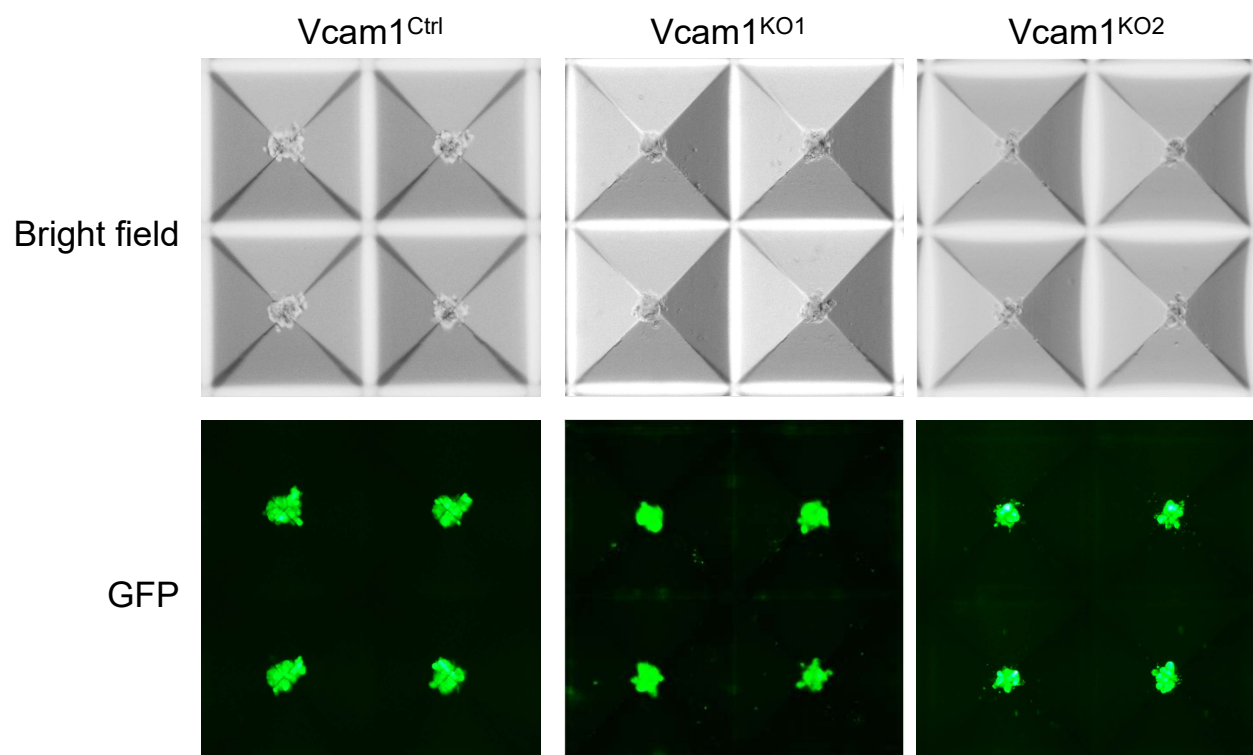

**Supplementary Figure 10.** *Vcam1*<sup>KO</sup> cells were able to form spheroids in AggreWell within 48 hours.

How the deposited data were processed for this re-analysis (not part of the article)

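Messenger RNA of *Vcam1* ctrl PPTR cells and of the single-cell clones *Vcam1* KO1 and *Vcam1* KO2 was sequenced by the authors in stranded, paired-end libraries, 3 per condition and 9 in all. The authors pseudoaligned the reads with kallisto to the transcripts of GRCm38, and the deposited table holds the estimated counts of read pairs per gene symbol, without normalization. The paper's text does not name the step that summed transcripts to genes. All 55276 symbols carried a name, 0 values were not whole numbers and 0 columns of values were left out. Each library was mapped to its condition by its label, which gives the control cells as wild type.

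Library totals lay between 53415907 and 125223073 counts. A count of 3 was taken as the limit of detection, so that a gene with 3 counts or fewer in every library of a group was given a fold change against that limit only. With 3 libraries per condition the precision was set by the spread between libraries rather than by counting.

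Counts were normalized with TMM and filtered with filterByExpr in edgeR 4.0.16 (R 4.3.3), which left 17672 genes. The combined comparison set 6 *Vcam1* KO libraries against 3 *Vcam1* ctrl libraries in a fit with 2 groups. Each clone against *Vcam1* ctrl and the clones against each other were tested in a fit with 3 groups over all 9 libraries. All p values of genes are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with a threshold of 0.05 on the adjusted p. That test gives no standard error. The standard errors printed are the size of the log2 fold change divided by the square root of the quasi-likelihood F. For genes with few counts they depend on the prior count, as the fold change does. Levels are given in CPM, scaled with TMM factors, and log2 levels used a prior count of 2.

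Gene lists for EMT, epithelial, ribosomal protein, proliferation, biliary, hepatocyte, fibroblast, haematopoietic and endothelial genes, EMT transcription factors and sex-linked genes were written by hand before the counts were seen. The EMT list was written from memory of the hallmark set and was not compared with it. The lists for EMT, epithelial, ribosomal protein and proliferation genes were tested with fgsea 1.28.0 on genes ranked by log2 fold change, as in the paper, and with camera and fry in limma 3.58.1. The mouse Reactome sets of the fgsea package with 15 to 500 tested genes were ranked in the same way. MSigDB was not used here.

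Genes were named by a rule set beforehand. It covers the genes the paper names for these data, *Prom1*, the EMT transcription factors and sex-linked genes, and the 3 largest increases and decreases among genes past the threshold in the combined comparison and in each clone, with a mean of at least 5 CPM and no overlap between *Vcam1* KO and *Vcam1* ctrl libraries. Other genes that the rule covers are not reported here.

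Alternatives were limma-voom, DESeq2 1.42.0, upper-quartile normalization, no filter on low counts, a filter at a mean of 1 CPM, leaving out each library, the average of the clones' contrasts, fits on 6 libraries, a demand for a 2-fold change, each clone alone, ranking by the signed square root of F, other set tests, and the EMT list without *Vcam1*. The model was tested on simulated data with 200 genes changed by 2-fold, of which 131 were called, all in the right direction, with 4 calls among the unchanged genes of 17186 in all. In the same data 0 genes were called between clones simulated as unchanged, the score of a raised list of 40 genes was 2.96 and that of an unchanged list -1.02. Agreement of clones that share controls was set against 20 simulated data sets of unchanged clones.

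Gene positions, the guide and the primers were placed on GRCm38 with GENCODE vM21, while the counts were made on another release of that annotation. Tables were drawn with python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9. The passage number of each library was not used here.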

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

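Except for those named here, the tests in this part were chosen only after the result was seen. The count of splits for each clone against *Vcam1* ctrl was set beforehand. So were the gene lists, the test of the clones against each other and the fits that left out a library.

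Replicate 3 of *Vcam1* KO1 cells lay far from the other 5 *Vcam1* KO libraries in *Mki67* and in the median of the proliferation list. Its gap to the nearest library took a share of 0.748 of the range of log2 CPM for *Mki67* and of 0.738 for the list, above the critical value of 0.625 for 6 libraries. Of 27 results examined in this way 4 passed, where chance gives 1.4. Without this library the log2 fold change of *Mki67* in *Vcam1* KO cells was 0.61 and 7 of 40 proliferation genes were higher. The library held 96.8% of the median total of the other *Vcam1* KO libraries, which argues against depth. Its proliferation list lay at a median log2 difference of -2.82 from the other *Vcam1* KO1 libraries, lower at all 40 genes, against -0.03 for all genes, which argues against normalization. It lay nearer to *Vcam1* KO1 than to *Vcam1* KO2 cells at 91.7% of the 3206 genes that separate the clones without it, and nearer to *Vcam1* KO1 than to *Vcam1* ctrl cells at 93.3% of 6514 genes, which argues against a mislabelled sample. A slower-growing culture, through its density or passage, stays open and was not tested, and no biological explanation was tested.

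Replicate 1 of *Vcam1* KO1 cells lay apart in 2 genes near the limit of detection. *Twist1* had 14 counts there and 0 in the other 5 *Vcam1* KO libraries (share of the range 1), and *Krt18* had 7 counts there and 0 or 1 in the others (0.688). At 6.09% of the control level, *Twist1* from cells or reads of the control culture would bring the epithelial transcripts of that culture along at a like share. Their median in this library was 0.216% of control, 20 of 24 were below the share of *Twist1*, *Krt18* was at 0.00308%, and *Hnf4a* had 0 counts where that share would give 13.8 CPM, which argues against such a source for *Twist1*. The counts of *Krt18* were not tested further, and no biological explanation was tested for either gene. Without this library the log2 fold change of *Twist1* was -11.05 and that of *Krt18* -18.03, fitted values that depend on the prior count.

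The clones differed from each other at 6834 genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and at 4 of 18 named genes. *Vcam1* KO1 cells were higher than *Vcam1* KO2 cells by 1.34 on the log2 scale for *Cdh1*, 1.70 for *Snai2*, 9.99 for *Car3* and 3.74 for *Cxcl12*. The splits were tested in fits on the 6 libraries of both clones. There the real one of the 10 splits gave 6743 genes, and the most in any other split was 0. Likewise only the real split gave any genes for *Vcam1* KO1 against *Vcam1* ctrl cells (1 of 10, with 9864 genes) and *Vcam1* KO2 against *Vcam1* ctrl cells (1 of 10, with 9301). With 10 splits a share under 0.05 cannot be reached, so that these counts decide nothing by themselves. Whether the differences come from the single cells that were picked, from the edits or from later culture cannot be told apart, since each clone is a single isolate.

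Genes of cell types that the paper does not analyse in these libraries changed strongly. The median log2 fold change in *Vcam1* KO cells was -8.36 for the epithelial list, -8.06 for the hepatocyte list (8 of 11 tested genes lower and 1 higher, -6.32 with genes at the limit of detection set to it), -1.93 for the biliary list (9 of 15 lower and 3 higher), -1.70 for the haematopoietic list (5 of 8 lower and 2 higher), -2.10 for the endothelial list (2 of 4 lower and 0 higher, 0 also at an unadjusted p under 0.05) and 3.49 for the fibroblast list (8 of 11 higher and 0 lower, 0 also at an unadjusted p under 0.05). Adjusted over the list alone, 9 fibroblast genes were higher, and the counts of the other 5 lists were the same. The fibroblast list shares 10 of its 16 genes with the EMT list, and the biliary list 4 of 16 with the epithelial list. The haematopoietic list was low throughout, with 2 tested genes at the limit of detection in a group. Its median log2 CPM was -1.61 to -1.18 in *Vcam1* ctrl, -0.64 to 0.21 in *Vcam1* KO1 and -2.02 to -1.23 in *Vcam1* KO2 libraries. At such levels its median fold change says little about cell type.

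Several explanations for the loss of epithelial transcripts were weighed. No single factor per library gives a median of -6.99 for the epithelial list, with genes at the limit of detection set to it, beside 0.07 for all genes, which argues against normalization. The paper shows GFP fluorescence of *Vcam1* KO cells in culture (Fig. 6A, 6D and 6E), and PPTR cells carry a ZsGreen reporter. This argues against a culture of fibroblasts or stellate cells in place of PPTR cells in those experiments. By the counts of these libraries alone, such a culture stays open, since the values go both ways. Against it, 6 of the 16 biliary genes were at 50 CPM or more in both clones. The most abundant was *Spp1*, at 2474 CPM in *Vcam1* ctrl, 10580 in *Vcam1* KO1 and 9640 in *Vcam1* KO2 cells, followed by *Bicc1* at 242, 287 and 318 CPM. *Spp1* is also on the EMT list. Other biliary genes were lost, such as *Krt19*, from 2292 CPM in *Vcam1* ctrl cells to 0.0596 in *Vcam1* KO1 and 0.149 in *Vcam1* KO2 cells, and *Krt7*, from 107 to 0.354 and 0.597 CPM. Of the 16 fibroblast genes, 8 were at 5 CPM or more in both clones and 6 were under 1 CPM in both. Among the 8, *Col1a1* stood at 8530 CPM in *Vcam1* KO1 and 4735 in *Vcam1* KO2 cells against 99.4 in *Vcam1* ctrl cells, and *Pdgfrb* at 659 and 386 against 29.4 CPM. A subpopulation already present in the control culture stays open too. If such cells had the transcript levels of a clone, the gene with the lowest share among 1860 genes with at least 100 CPM in both clones would limit them to 0.0133% of the control libraries by the levels in *Vcam1* KO1 cells (*Cxcl12*, at 0.185 CPM in *Vcam1* ctrl and 1392 in *Vcam1* KO1 cells) and to 0.0312% by those in *Vcam1* KO2 cells (*Igf2*, at 0.127 CPM in *Vcam1* ctrl and 405.9 in *Vcam1* KO2 cells). If some of these genes rose only after the clones were picked, the limit is higher, and the tenth lowest share, set by *Col1a1*, was 1.16% by the levels in *Vcam1* KO1 and 2.10% by those in *Vcam1* KO2 cells. This says nothing of cells with another profile or of the culture from which the clones were picked. A change that follows from the loss of Vcam1 and one that the picked cells already carried cannot be told apart without clones that went through the same steps unedited. Such clones were not used here.

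Whole chromosomes shifted in the *Vcam1* KO libraries. Over 10070 genes with a mean of at least 8 CPM, the median log2 fold change relative to all genes was -0.64 for chromosome 4 (594 genes, 80.3% of them lower), 0.30 for chromosome 1, 0.36 for chromosome 5, 0.25 for chromosome 10, 0.27 for chromosome 17 and 0.38 for chromosome X. For chromosome X it was 0.13 in *Vcam1* KO1 and 0.61 in *Vcam1* KO2 cells, a difference that was not tested. For chromosome 4 it was -0.53 in *Vcam1* KO1 and -0.71 in *Vcam1* KO2 cells. In a permutation test with 10000 shuffles of the chromosome labels none had a chromosome as far out (p = 1e-04, the smallest they can give), and 1 of the 84 splits of the libraries, the real one, moved chromosome 4 as far. With the trends of GC content, transcript length and expression level taken out, which held 2.05% of the variance, the value was -0.598. All windows of 50 neighbouring genes on chromosome 4 (100% of 545) lay below the median of all genes, as a change of copy number of the whole chromosome would give, and such a change is a candidate explanation. Over all chromosomes the medians of both clones had an r of 0.707, and clones simulated as unchanged against shared controls reached 0.738 but moved no chromosome alike by more than 0.0235. The simulation draws each gene on its own and holds no chromosome-wide noise. With each clone compared with a control library that the other was not compared with, in 6 pairs, r stayed between 0.681 and 0.721 and chromosome 4 stayed at -0.523 or lower in both clones, which argues against replicate noise in the shared control libraries. This leaves open a state that the 3 control libraries have in common. Whether the control culture or the clones carry such a change cannot be told apart, since both clones are compared with a single control culture. DNA was not examined here.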

How the results depend on the processing

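The alternatives were chosen before the data were examined, apart from camera with an estimated correlation, which was chosen after seeing the data. For the main results, 275 values were recomputed under 24 alternatives, of which 261 kept their direction and their side of the threshold or stayed within the allowed spread. Of the others 2 were weaker, 3 stronger, 1 reversed and 8 moved. The allowed spread was 0.0301 for the correlation between the clones. For counts it was wide. A rise from 7591 to 10464 genes (average of the clones' contrasts) stayed within it. So did a rise from 30 to 45 Reactome sets (without replicate 2 of *Vcam1* ctrl cells). For other named genes 237 values were recomputed, with 220 the same, 9 weaker and 8 reversed. No paired analysis was possible because no replicate number is shared between conditions.

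A demand for at least a 2-fold change left 5003 genes in *Vcam1* KO, 6835 in *Vcam1* KO1 and 5519 in *Vcam1* KO2 against *Vcam1* ctrl cells and 3702 between the clones, by construction. With no filter on low counts the correlation between the clones was 0.72 (0.724) and 55 Reactome sets passed, with 34314 genes tested. Upper-quartile normalization moved the median of all genes from 0.07 to 0.04 and the share of calls that were higher from 50.6% to 48.0%, and without a filter these were 0.11 and 44.8%.

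In *Vcam1* KO1 cells alone the rank of *Cdh1* among lower genes was 265 and the score of the proliferation list reversed to -0.70. In *Vcam1* KO2 cells alone 11 Reactome sets passed and the proliferation list reached a score of 1.82 (adjusted p = 0.00076). There the log2 fold change of *Snai2* reversed, to -1.06, and passed the threshold (adjusted p = 0.037 from edgeR's quasi-likelihood test). The log2 fold change of *Snai2*, 0.03 with all libraries, was also below 0 with limma-voom (-0.0023), with DESeq2 (-0.0064) and with the average of the clones' contrasts (-0.20). These causes were not tested. Camera with an estimated correlation gave an adjusted p of 0.0795 for the EMT list and 0.387 for the ribosomal protein list, where the genes of that list moved together across libraries (estimated correlation 0.805).

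Across the 9 fits that each left out 1 library, the number of genes past the threshold lay between 5583 and 7913 in *Vcam1* KO, 9370 and 10538 in *Vcam1* KO1, 7637 and 9902 in *Vcam1* KO2 against *Vcam1* ctrl cells and 4839 and 7408 between the clones. Genes changed alike in both clones numbered 5695 to 7083, their correlation was 0.801 to 0.825, and 23 to 45 Reactome sets passed, the 45 without replicate 2 of *Vcam1* ctrl cells. The enrichment scores were 1.86 to 1.94 for EMT, -2.03 to -1.76 for ribosomal protein and -2.39 to -2.17 for epithelial genes, past the threshold in each fit. The proliferation list had 0.61 to 1.68, past the threshold without replicate 2 of *Vcam1* ctrl cells (1.60) and without replicate 3 of *Vcam1* KO1 cells (1.68). The log2 fold changes were -1.53 to -1.19 for *Vcam1*, -9.41 to -8.91 for *Cdh1*, 0.23 to 0.39 for *Vim*, 0.15 to 0.61 for *Mki67* and -0.32 to 0.51 for *Snai2*.

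Depth limits genes near 3 counts, such as *Twist1* and *Krt18* in the clones, whose fitted fold changes depend on the prior count.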

Differences from the paper's values

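The level of *Vcam1* relative to *Vcam1* ctrl cells was 0.400 in *Vcam1* KO1 cells, and the paper's value is about 0.06 in Fig. 5C, read by eye. In *Vcam1* KO2 cells it was 0.377, and the paper's value is about 0.08 in Fig. 5C, read by eye. Fig. 5C shows quantitative PCR, while the values here are sequencing counts over the whole transcript. The paper also reports loss of Vcam1 in both clones by flow cytometry (Fig. 5D), which measures protein and does not use the PCR primers. The counts here do not bear on the protein. None of the 14 alternatives set before the data were examined closed the gap, with values of 0.351 to 0.451 in *Vcam1* KO1 and 0.341 to 0.428 in *Vcam1* KO2 cells.

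The normalized enrichment score of the EMT list was 1.91, and the paper's value for the hallmark set is about 1.8 in Fig. 5F, read by eye. With limma-voom it was 1.78, and in *Vcam1* KO1 cells alone it came closer still to the paper's value, so that both fell within it. The other 16 of 18 alternatives set before the data were examined stayed apart from it, between 1.73 and 2.17. The gene lists are not the same, since MSigDB was not used here.

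The score of the ribosomal protein list was -1.97, and the paper's value for its ribosome set is about -1.8 in Fig. 5E, read by eye. Without replicate 1 (-1.83), 2 (-1.85) or 3 (-1.76) of *Vcam1* KO1 cells and with the average of the clones' contrasts (-1.86) it fell within the paper's value. Of 17 alternatives set before the data were examined, 13 did not, between -2.58 and -1.50. The margin was wider here than for the EMT set, where 1.86 without replicate 1 of *Vcam1* ctrl cells counted as apart from 1.8. The counts of alternatives for the EMT and ribosome sets are therefore not comparable.

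The paper ranks EMT first among the enriched pathways. Among the 4 lists tested here the smallest adjusted p was that of the epithelial list (4e-10, lower in *Vcam1* KO cells), against 2.2e-07 for the EMT list. Among the Reactome sets the smallest was that of cap-dependent translation initiation (2e-06, lower, 0.096 in *Vcam1* KO2 cells alone), and among sets higher in *Vcam1* KO cells that of extracellular matrix organization (1e-04).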

Other observations

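Apart from those listed next, the tests in this part were chosen only after the result was seen. The splits for the combined comparison and the simulation of shared controls were set beforehand. So were the tests of *Xist* and *Kdm5d* with their alternatives.

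For the combined comparison 1 of the 84 splits of the 9 libraries into 6 and 3, the real one, gave as many genes past the threshold. The next largest split, which set the 3 *Vcam1* KO1 libraries apart, gave 3912 genes, the one that set the *Vcam1* KO2 libraries apart gave 1341, and any other at most 1. For the correlation of the clones' log2 fold changes, the highest value from unchanged clones simulated against shared controls was 0.518, against 0.804 observed, so that replicate noise in the shared libraries accounts for part of it and not the whole. A state of the control culture itself is not in this simulation.

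The scores of the lists were matched more often by other splits. A score as high as that of the EMT list came from 9 of 84 splits, each of which set apart at least 2 control libraries. A score as low came from 24 of 84 splits for the ribosomal protein list, 12 of them with fewer than 2 control libraries set apart, and from 19 of 84 for the epithelial list, which are the real split and all 18 that set apart exactly 2 control libraries. A score as high as that of the proliferation list came from 36 of 84 splits, and as many Reactome sets passed in 66 of 84. These shares are all 0.05 or more. A preranked test takes genes as its units, and genes of a list that move together across libraries score highly in many splits, so the enrichment p values of the ribosomal protein list and of Reactome sets say little about replicate libraries.

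The EMT list had a score of 1.79 (adjusted p = 1.6e-06) with the trends of GC content, transcript length and expression level taken out, and of 1.9 (adjusted p = 3.2e-07) in libraries thinned to the smallest total, in which 7435 genes passed in the combined comparison. Both argue against these technical trends as the whole cause.

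The ribosomal protein list lay at -0.985 against all genes with the same trends taken out. Of the 79 ribosomal protein genes, 63 had pseudogenes that carry the gene's symbol. Each was summed with these, 311 in all with 8.56% of the list's summed counts. Over all 79 genes the median log2 fold change was then -0.875, and 56 were lower past the threshold. This argues against reads shared with these pseudogenes as the cause. Pseudogenes under other symbols were not summed, so reads shared with those stay open.

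*Vcam1* transcript stayed at 38.9% of control in *Vcam1* KO cells. If this came from unedited control cells in the clone cultures, transcripts that depend on those cells would stay at a like share. The 24 epithelial genes with at least 5 CPM in *Vcam1* ctrl cells had a median of 0.17% of control, all 24 were below the share of *Vcam1* and 18 were below 1%. *Krt18* was at 0.000789%. This argues against such a mixture, and transcript from the edited gene is a candidate explanation that the counts per gene cannot test. The forward primer of the quantitative PCR has 7 of its bases on the shorter side of the predicted cut, so that an edit at the site may lower the PCR signal without lowering the transcript.

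*Prom1* did not pass the filter on low counts. Of the 5 sex-linked genes, *Xist* (1.01) and *Kdm5d* (1.28) were tested and higher, also when adjusted over the list alone, and *Kdm5d* stayed under 1 CPM in all groups and was not past the threshold without replicate 1 or 2 of *Vcam1* ctrl cells or with no filter.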
